# A New Type of Endometrial Cancer Models in Mice Revealing the Functional Roles of Genetic Drivers and Exploring their Susceptibilities

**DOI:** 10.1002/advs.202300383

**Published:** 2023-06-20

**Authors:** Jingyao Chen, Siqi Dai, Lei Zhao, Yiman Peng, Chongen Sun, Hongling Peng, Qian Zhong, Yuan Quan, Yue Li, Xuelan Chen, Xiangyu Pan, Ailing Zhong, Manli Wang, Mengsha Zhang, Shengyong Yang, You Lu, Zhong Lian, Yu Liu, Shengtao Zhou, Zhengyu Li, Feifei Na, Chong Chen

**Keywords:** animal model, drug screening, endometrial cancer, organoid, organoid‐initiated precision cancer models

## Abstract

Endometrial cancer (EC) is the most common female reproductive tract cancer and its incidence has been continuously increasing in recent years. The underlying mechanisms of EC tumorigenesis remain unclear, and efficient target therapies are lacking, for both of which feasible endometrial cancer animal models are essential but currently limited. Here, an organoid and genome editing‐based strategy to generate primary, orthotopic, and driver‐defined ECs in mice is reported. These models faithfully recapitulate the molecular and pathohistological characteristics of human diseases. The authors names these models and similar models for other cancers as organoid‐initiated precision cancer models (OPCMs). Importantly, this approach can conveniently introduce any driver mutation or a combination of driver mutations. Using these models,it is shown that the mutations in *Pik3ca* and *Pik3r1* cooperate with *Pten* loss to promote endometrial adenocarcinoma in mice. In contrast, the *Kras* G12D mutati led to endometrial squamous cell carcinoma. Then, tumor organoids are derived from these mouse EC models and performed high‐throughput drug screening and validation. The results reveal distinct vulnerabilities of ECs with different mutations. Taken together, this study develops a multiplexing approach to model EC in mice and demonstrates its value for understanding the pathology of and exploring the potential treatments for this malignancy.

## 1 Introduction

Endometrial cancer (EC) is a malignancy of the inner epithelial lining of the uterus, with an increasing incidence and disease‐associated mortality, worldwide.^[^ ^1^ ^]^ It is the sixth most commonly diagnosed cancer in women, accounting for ≈30% of female reproductive tract cancers.^[^ ^2^ ^]^ Patients with stage III and above disease have high recurrence and metastasis rates after treatment, and the prognosis is extremely poor. For stage III and stage IV patients, the 5‐year overall survival rates are 57–66% and 20–26%, respectively.^[^ ^3^ ^]^ The current first‐line treatment for advanced or recurrent EC is systemic chemotherapy with carboplatin and paclitaxel, which were first introduced more than 20 years ago.^[^ ^4^ ^]^ Although some approved targeted drugs generally tend to have some activity in endometrial cancer, they have not been shown to have major benefits.^[^ ^4b^ ^]^ The utility of immune checkpoint inhibitors has been proven modest in advanced or recurrent ECs.^[^ ^5^ ^]^ Indeed, there are very few treatment options for patients with advanced and recurrent EC for whom first‐line therapies failed. Thus, there is an urgent need for new treatments that can precisely target tumor cells with fewer side effects for EC.

Recently, genomic analyses of large cohorts of EC patients have shown that deficiency of tumor suppressors such as *TP53*, *PTEN*, *BRAC2*, and *ARID1A*, and gain‐of‐function mutations or amplification of oncogenes like *ERBB2*, *KRAS, CCNE1*, and *MYC* are among the most frequent genetic abnormalities associated with EC.^[^ ^6^ ^]^ Based on the integrated genomic characterization of EC, Cyriac et al., creatively classified EC into four categories: POLE ultramutated, microsatellite instability hypermutated, copy number low, and copy number high.^[^ ^7^ ^]^ Interestingly, EC has more frequent mutations in the PI3K/AKT pathway than any other tumor type studied by TCGA. Several prior reports have revealed that *PTEN* mutations co‐exist frequently with other mutations in the PI3K/AKT pathway.^[^ ^8^ ^]^ Moreover, *KRAS* gain‐of‐function mutations are found in ≈20% of endometrioid endometrial carcinomas.^[^ ^9^ ^]^ And consistently, *KRAS* mutations frequently coexist with *PTEN* mutation, which activates independent events from PI3K pathway aberrations.^[^ ^8^, ^10^ ^]^ Nevertheless, due to the lack of available animal models of EC, our understanding of the potential functions and underlying mechanisms of these mutations in the initiation and progression of EC is still very limited, which hampers the development of genome‐guided treatments.

Although EC cell lines have significantly contributed to the basic and translational studies on EC, the lack of tumor heterogeneity and microenvironmental factors make them inadequate to represent this disease.^[^ ^11^ ^]^ Subsequently, patient‐derived xenografts (PDXs) and genetically engineered mouse models (GEMMs) have been generated.^[^ ^12^ ^]^ PDXs can maintain the genetic alterations and pathologic features of patient tissue, enabling them to be harnessed to assess the therapeutic potential of drugs.^[^ ^13^ ^]^ However, they cannot represent the whole transforming process of carcinogenesis in normal cells.^[^ ^14^ ^]^ GEMMs are also restricted for many reasons, including the lack of tissue‐specific Cre, high cost, and complex breeding processes.^[^ ^15^ ^]^ Recent progress in endometrial organoid culture has provided an advanced strategy for EC modeling.^[^ ^16^ ^]^ Organoids can recapitulate the cell heterogeneity, in vivo functions, and genetic characteristics of original tissues.^[^ ^17^ ^]^ Here, we report an organoid and genome editing‐based strategy to generate primary, orthotopic, and driver‐defined ECs in mice. These models faithfully recapitulate the molecular and pathohistological characteristics of human diseases. Importantly, this approach can conveniently introduce any driver mutation or combination of driver mutations to identify their biological functions in the initiation and progression of cancer.^[^ ^18^ ^]^ These organoid‐based models with defined driver mutations can precisely mimic the pathologies, molecular and cellular features, as well as treatment response, and thus, are named asorganoid‐initiated precision cancer models (OPCMs) to be distinct from GEMMs. And we also performed drug screening on these tumor organoids with different mutations and found that the organoids showed genomic mutation‐specific drug responses. This strategy opens the possibility to study the process of tumorigenesis and explore precise therapeutics for this disease.

## 2 Results

### 2.1 A Novel Primary Orthotopic Endometrial Cancer Generated with Genome‐Editing Endometrial Organoids in Mice

To mimic the pathology of human EC, we created a strategy to generate primary, orthotopic, and driver‐defined EC in mice with genome‐edited uterus organoids (**Figure** **1**A). Firstly, organoids were cultured from the normal uterus tissue of CAG‐Cas9‐EGFP mice,^[^ ^19^ ^]^ which were displayed as hollow spheres with smooth surfaces and grew rapidly. Histological analyses revealed that the organoids faithfully recapitulated the histological characteristics of the original tissues (Figure 1B and Figure S1A, Supporting Information). Markers of the glandular epithelium (CK7 and PAX8) were strongly expressed in organoids (Figure 1B and Figure S1A, Supporting Information). Estrogen receptor (ER) and progesterone receptor (PR) are present in the endometrial glandular epithelium of tissue and play a crucial role in hormone response.^[^ ^20^ ^]^ Histologically, the organoids exhibited a mosaic pattern of ER and PR staining (Figure 1B). Furthermore, we tested whether mouse uterus organoids could represent the molecular features of the endometrial epithelium by transcriptomics analyses. Gene signature enrichment analyses (GSEA) showed that the upregulated and downregulated genes in the human endometrial epithelium were significantly positively and negatively, respectively, enriched in mouse uterus organoids, compared to other organ organoids (Figure S1B, Supporting Information). Thus, mouse uterus organoids could mimic both cellular composition and molecular features of the endometrial epithelium.

**Figure 1:**
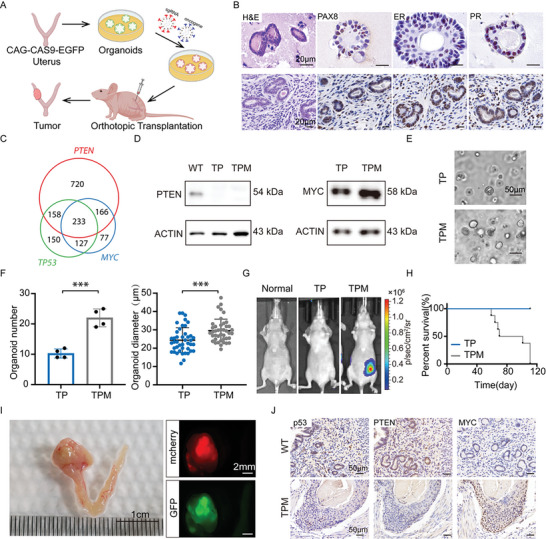
Primary and orthotopic endometrial cancers initiated with genome‐editing endometrial organoids in mice. A) The schematic of the organoid‐based strategy for generating primary and orthotopic EC in nude mice. B) H&E and IHC stainings of normal uterus organoid and tissue. Scale bar, 20 µm. C) Venn diagram showing 233 EC samples harbored all *PTEN*, *TP53*, and *MYC* alterations. EC patients’ data were analyzed from the cBioPortal dataset. D) Western blotting of PTEN and MYC of the TP and TPM samples. E) Representative bright field pictures of normal uterus organoids transduced by viral vectors, taken at 48 h after infection. Scale bar, 50 µm. F) Number of TP and TPM uterus organoids (left). Diameter of each organoid in TP and TPM groups, measured with Image J software (right). Data are shown as means ± SD. Significance was calculated by a two‐sided Student's *t*‐test. ***p <  0.001. G) Bioluminescent images of recipient mice one month post‐transplanted with TP and TPM uterus organoids. H) The Kaplan–Meier survival curve of recipient mice with TP and TPM uterus organoids. I) Representative bright‐field image of the uterus from moribund recipient mice (left). Showing the lesion on the left uterus. Representative fluorescent images of the lesion on the uterus (right). J) Representative IHC staining of p53, PTEN, and MYC in the TPM tumors and wild‐type tissues. Scale bar, 50 µm.

Then, we analyzed the genetic landscape of 1954 EC samples from the cBioPortal dataset (https://www.cbioportal.org/). *PTEN* was one of the most frequently altered genes, which was disrupted in up to 66% of EC samples. *TP53* was also among the most frequently altered gene in human EC, with a mutation ratio of 34% (Figure S1C, Supporting Information). About 24% of all EC samples harbored *TP53* and *PTEN* variations together (Figure 1C and Figure S1C, Supporting Information). *MYC* was amplified in 31% of samples (Figure S1C, Supporting Information). The high expression level of *MYC* was also associated with poor prognosis of EC patients (Figure S1D, Supporting Information). Remarkably, *MYC* amplification tended to co‐occur with *PTEN* and *TP53* mutations (Figure 1C and Figure S1C, Supporting Information). Therefore, to test the roles of these genes in endometrial tumorigenesis, we introduced sgRNAs targeting *Trp53* and *Pten* into uterus organoids derived from CAG‐Cas9‐EGFP mice with a lentivirus vector (V2TC) carrying mCherry as a tracking marker (Figure S1E,F, Supporting Information). Meanwhile, *Myc* was overexpressed together with luciferase to facilitate in vivo monitoring of these organoids after transplantation (TPM) (Figure S1E, Supporting Information). The T7E1 assay demonstrated the successful mutation of *Trp53* and *Pten* and the luciferin assay showed the overexpression of *Myc* in organoids (Figure S1G,H, Supporting Information). We introduced empty vector‐linked luciferase, together with *Trp53* and *Pten* sgRNAs in uterus organoids, as control (TP). The decreased level of PTEN in TP and TPM organoids and the increased level of MYC in TPM organoids were confirmed by Western blotting (Figure 1D). TPM organoids displayed significantly increased size and number compared to TP organoids (Figure 1E,F). To test the in vivo tumorigenic capacity of TP and TPM organoids, we orthotopically transplanted them into nude mice (Figure S1I, Supporting Information). TPM organoids survived and grew over time, as indicated by the *Myc*‐linked luciferase bioluminescent image (Figure 1G). The recipient mice transplanted with TPM organoids developed tumors with an average latency of 85 days, while none of the recipient mice with TP organoids did in the observation period (Figure 1H). All TPM mice died with lesions at the organoid‐transplant sites on their left uterus. The resulting tumors were both mCherry and EGFP positive, indicating that they were derived from the transplanted TPM organoids (Figure 1I). Consistently, immunohistochemistry (IHC) staining confirmed the downregulation of p53 and PTEN expression and the upregulation of MYC in TPM tumors compared to that in wild‐type uterus tissue (Figure 1J). Thus, we demonstrated that uterus organoids with EC‐associated mutations and amplification were able to initiate malignancies in mice.

### 2.2 Disruption of *Trp53* and *Pten*, together with *Myc* Overexpression Generated Endometrial Adenocarcinoma with Squamous Differentiation

Histological analyses showed that the lesions contained glandular structures and were mostly composed of tumor cells with scant cytoplasm (**Figure** **2**A). And IHC staining showed that the TPM tumors were CK7 positive, indicating their epithelial origin (Figure 2A). Some of the tumor cells were hormone receptor‐positive (ER+, PR+), indicating their ability to respond hormonally (Figure 2A). The tumors also expressed the squamous marker p63 and had keratin pearls and concentric layers of keratin deposition which were pink with hematoxylin and eosin (H&E) staining, displaying features of squamous differentiation (Figure 2A). KI67, a proliferation marker, was highly expressed, confirming that it is an aggressive EC (Figure 2A).

**Figure 2:**
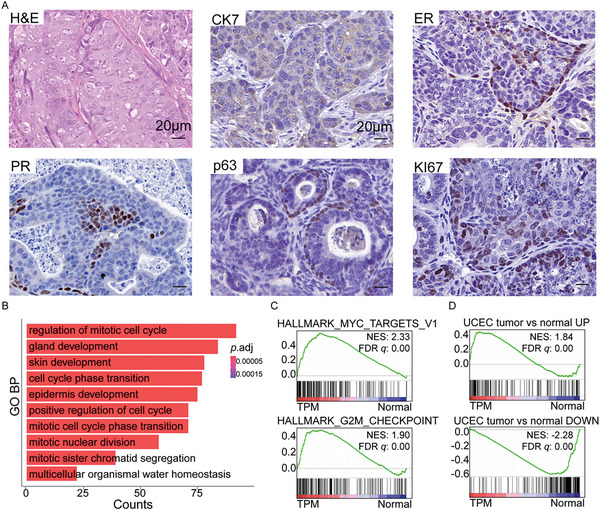
Disruption of *Trp53* and *Pten*, together with *Myc* overexpression generated endometrial adenocarcinoma with squamous differentiation. A) H&E and IHC staining of the uterus section of mice transplanted with the TPM uterus organoids. Scale bar, 20 µm. B) GO enrichment plot of the upregulated genes in the TPM tumors compared to normal endometrium. C) GSEA showing positive enrichments of the HALLMARK_MYC_TARGETS_V1 (NES = 2.33, FDR *q* = 0.00), and the HALLMARK_G2M_CHECKPOINT (NES = 1.90, FDR *q* = 0.00) signatures in the TPM tumors, compared to normal tissues. D. GSEA showing the enrichments of gene signatures (top 200 DEGs of upregulated or downregulated, *p*‐value < 0.05) of endometrial carcinoma patients (from TCGA‐UCEC) in the TPM murine EC tissue, compared to normal (UP: NES = 1.84, FDR *q* = 0.00; DOWN: NES = −2.28, FDR *q* = 0.00).

To understand the molecular characteristics of the TPM murine EC, the transcriptome of EC tissues was compared to that of normal endometrium tissues by RNA‐seq. The heatmap of differentially expressed genes (DEGs) suggested that TPM tumors were distinct from normal endometrium tissues. Among the DEGs, multiple squamous differentiation‐related genes, including *Krt17*, *Krt8*, and *Trp63*, were upregulated in the TPM tumors (Figure S2A, Supporting Information). Consistently, both Gene Ontology (GO) analysis and GSEA showed that multiple gene sets related to keratinization and squamatization were significantly positively enriched in the TPM tumors compared to normal tissues (Figure 2B and Figure S2B, Supporting Information). In the majority of human endometrial tumors, estrogen signaling acts as an oncogenic signal.^[^ ^21^ ^]^ In the TPM murine EC, the HALLMARK_ESTROGEN_RESPONSE_EARLY and the HALLMARK_ESTROGEN_RESPONSE_LATE were significantly positively enriched, suggesting that the TPM tumors were the estrogen‐dependent EC (Figure S2B, Supporting Information). Further, GO analysis showed that multiple pathways related to the cell cycle were upregulated in the TPM tumors compared to normal tissue (Figure 2B). And also, GSEA revealed that multiple signatures related to cell cycle and malignant proliferation, including the HALLMARK_MYC_TARGETS_V1, the HALLMARK_G2M_CHECKPOINT, the HALLMARK_P53_PATHWAY, and the HALLMARK_E2F_TARGETS, were significantly positively enriched in the TPM tumors compared to normal tissue (Figure 2C and Figure S2B, Supporting Information). Hence, these results strongly suggested that the TPM tumors were endometrial adenocarcinoma with squamous differentiation.

Furthermore, GSEA showed that mouse EC derived from organoids could represent the molecular features of EC patients at the transcriptome level. The upregulated and downregulated genes in the EC patients were significantly positively and negatively, respectively, enriched in mouse EC, compared to mouse normal tissue (Figure 2D). These results strongly suggested that the TPM tumors recapitulated the features of their human counterpart.

### 2.3 *Pik3ca* and *Pik3r1* Mutations Accelerated the Progression of TPM Tumors

Previous meta‐analyses have shown that phosphatidylinositol 3‐kinase (PI3K) pathway abnormalities occur at a high frequency in EC, which appears to be caused by PTEN protein loss.^[^ ^8b^ ^]^ *PIK3CA* and *PIK3R1*, as key regulators of the PI3K pathway, are frequently mutated in EC (Figure S3A, Supporting Information). To investigate the relationship between these factors, we also analyzed the cBioPortal dataset with a total of 1954 samples mentioned above. The results showed that 797 out of the total 1277 *PTEN* mutation samples had *PIK3CA* mutation, and 613 out of the total 1277 *PTEN* mutation samples had *PIK3R1* mutation (**Figure** **3**A and Figure S3A, Supporting Information), suggesting that *PTEN* mutation was associated with *PIK3CA* mutation and *PIK3R1* mutation in human EC. However, the mutation events statistics for *PIK3CA* and *PIK3R1* per sample showed that they were exclusive (Figure 3A and Figure S3A, Supporting Information). The main genetic alterations of the *PIK3CA* gene were copy number variations (amplification and gain) and missense mutations (Figure S3A, Supporting Information). And, high *PIK3CA* expression was associated with poor prognosis in patients with EC (Figure S3B, Supporting Information). For the *PIK3R1* gene, shallow deletion accounted for the majority of its alterations (Figure S3A, Supporting Information). Further, the low expression level of the *PIK3R1* gene was associated with poor prognosis of EC patients (Figure S3C, Supporting Information). To better understand the biological functions and molecular mechanisms of these co‐mutations in this disease, we established and assayed EC models with these genetic alterations. The *PIK3CA* hotspots p.E545K and p.H1047R are the two most commonly reported mutated *PIK3CA* sites in endometrial cancer.^[^ ^10^ ^]^ Thus, *Pik3ca* E545K cDNA was overexpressed by a retrovirus, together with *Trp53* and *Pten* sgRNAs and *Myc* overexpression (TPMCa). Also, we transduced sgRNA targeting *Pik3r1*, together with *Trp53*, *Pten* sgRNAs, and *Myc* overexpression, into the primary uterus organoids (TPMR1). The Integrative Genomics Viewer (IGV) showed c.1633G > A mutation in the *Pik3ca* gene and the T7E1 assay demonstrated that *Pik3r1* has been disrupted (Figure S3D,E, Supporting Information). 48 h after infection, we took bright‐field images for each well of TPM, TPMCa, and TPMR1 groups (Figure 3B). In vitro, the number of TPMCa organoids was significantly more than that of TPM organoids, and the diameter of TPMCa was smaller than that of TPM organoids (Figure 3B). For the TPMR1 group, there was not a significant increase in organoid number compared with the TPM group and the diameter of TPMR1 organoids was significantly larger than that of TPM organoids (Figure 3B). To compare the in vivo tumorigenic capacity of TPM, TPMCa, and TPMR1 premalignant organoids, we orthotopically transplanted them into nude mice. Bioluminescent images of recipient mice with TPM, TPMCa, and TPMR1 organoids were performed at the same time (one month after transplantation). The results revealed that there was a significantly stronger luminescence signal on the left abdomen of both the recipient mice with TPMCa and TPMR1 organoids than that in the control TPM mice (Figure 3C,D). All of these recipient mice died with tumors at the organoid‐transplant sites on their left uterus. The TPMCa organoid recipient mice died with a significantly shorter latency (43 days) than the control TPM recipients. Similarly, all recipients of TPMR1 organoids had significantly shorter latency (36 days) (Figure 3E). Taken together, these data demonstrated that both *Pik3ca* E545K amplification and *Pik3r1* deficiency promoted EC tumorigenesis.

**Figure 3:**
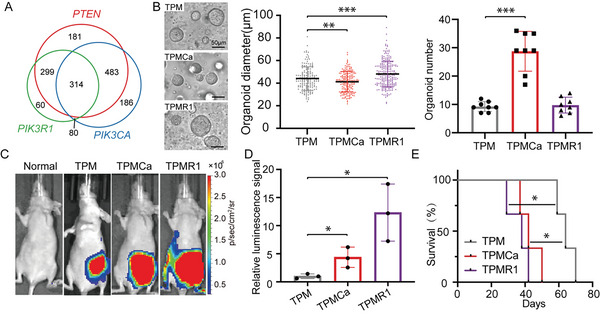
*Pik3ca* and *Pik3r1* mutations accelerated the progression of TPM tumors. A) Venn diagram showing the intersection of the human EC with PTEN, *PIK3R1*, and *PIK3CA* mutations. *p*‐value (*PTEN* and *PIK3R1*) = 8.3e‐34, *p*‐value (*PTEN* and *PIK3CA*) = 1.1e‐22, and *p*‐value (*PIK3CA* and *PIK3R1*) = 0.9. EC patient data were analyzed from the cBioPortal dataset. Statistic values were determined by a hypergeometric test. B) Representative bright field pictures of normal uterus organoids transduced by viral vectors. Scale bar, 50 µm (left). Diameters of the organoids in the premalignant stage. (TPM: *n* = 157; TPMCa: *n* = 176; TPMR1: *n* = 229) (middle). Number of TPM, TPMCa, and TPMR1 uterus organoids (right). Data shows the means ± SD. **, *p* < 0.01, ***, *p* < 0.001, calculated by two‐sided Student's *t*‐test. C) Bioluminescent images of recipient mice one month post‐transplanted with uterus organoids. D) The luminescence signal intensity of the TPM, TPMCa, and TPMR1 mice. Data shows the means ± SD. *, *p* < 0.05, calculated by two‐sided Student's *t*‐test. E) Kaplan–Meier survival curves of mice transplanted with the TPM, TPMCa, and TPMR1 organoids. All curves were analyzed by log‐rank test.

### 2.4 *Pik3ca* and *Pik3r1* Mutations were Dominant in the Endometrial Adenocarcinoma

Firstly, IHC staining revealed that PIK3CA was strongly positive in TPMCa tumors, while PIK3R1 is negative in TPMR1 tumors, indicating that the tumor cells originate from a specific genotype of organoids (Figure S4A,B, Supporting Information). Then we performed histological analyses of the resulting tumors. H&E staining revealed that TPMCa and TPMR1 tumors contained well‐differentiated glandular structures without keratin pearls, in contrast to the adenocarcinoma with the squamous feature of the TPM tumors (**Figure** **4**A,B). Consistently, p63 was negative in the TPMCa and TPMR1 tumors (Figure 4A,B). IHC staining revealed the increased expression level of KI67 in the TPMCa and TPMR1 tumors compared to the TPM tumor. Similar to the TPM tumors, PR was only slightly expressed in the TPMCa and TPMR1 tumors (Figure 4A,B). 

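RNA from 2 TPM, 2 TPMCa and 2 TPMR1 tumors was sequenced as bulk libraries. The paper's methods describe tumor tissue taken about 2 months after transplantation, whereas the sample labels describe organoids. Organoids of epithelial cells only are argued against by the levels given below, while organoids that also held other cells stay open. TPM tumors grew from uterus organoids whose edits include an sgRNA against Trp53 and Myc overexpression, TPMCa tumors also carried Pik3ca E545K cDNA, and TPMR1 tumors also carried an sgRNA against Pik3r1. The authors aligned the reads to mm10 with STAR and provided the count of each gene symbol and the counts normalized by DESeq2. The counts were used here. With the 2 TPK libraries, total counts lay between 15748396 and 26943611 per library, with a median of 16636836.5 and the highest total in replicate 1 of TPMR1. A count of 3, taken as the floor, equals between 0.116 and 0.198 CPM, the counts scaled to a common library size, and this limit covers counting error only. All 8 libraries entered one edgeR quasi-likelihood fit with TMM normalization, in which 15875 of 24419 genes had enough counts to be tested. CPM values include the TMM factors. In every library, the fibroblast gene Col1a1 was at 292 CPM or more and the macrophage gene Lyz2 at 114 CPM or more. The endothelial gene Cdh5 was at 13.4 CPM or more. Material of epithelial cells only would lack abundant transcripts of such cells, so these levels argue against it. Replicates of one model came from separate mice. Genes over 4-fold apart numbered 749 between the TPM libraries, 1293 between the TPMCa libraries and 2701 between the TPMR1 libraries.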

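Counts of the engineered genes do not separate an introduced cDNA from the endogenous gene. Myc, on chromosome 15 of GRCm38 from 61985391 to 61990374, was at 1269 ± 704 CPM (SD, n = 2) in TPM, 1699 ± 1946 CPM (SD, n = 2) in TPMCa and 536 ± 98.96 CPM (SD, n = 2) in TPMR1. Pik3ca, on chromosome 3 of GRCm38 from 32397671 to 32468486, was at 86.6 ± 4.72 CPM (SD, n = 2) in TPMCa against 68.7 ± 11.1 CPM (SD, n = 2) in TPM, a difference that did not pass the threshold (adjusted p = 0.436 from edgeR). Pik3r1, targeted in TPMR1, was at 75.9 ± 34.8 CPM (SD, n = 2) there and 144 ± 62.3 CPM (SD, n = 2) in TPM (adjusted p = 0.245 from edgeR). In TPMCa, where it was not targeted, it was at 79.5 ± 2.001 CPM (SD, n = 2). Trp53 fell by 1.42 on the log2 scale in TPMR1 against TPM (adjusted p = 0.0478 from edgeR). At an adjusted p under 0.05 from edgeR, 74 genes were higher and 479 lower in TPMCa than in TPM, and 172 were higher and 714 lower in TPMR1. At the paper's threshold, an unadjusted p under 0.05 and a log2 fold change beyond 1, these DEGs numbered 3007 and 3192 with p from edgeR. DESeq2, the package the paper names, gave 3707 and 3780. The paper applied this threshold to TPM or TPK against TPMCa and TPMR1 together. The TPMCa and TPMR1 comparisons share the TPM libraries. They had 434 lower and 40 higher genes in common. Their log2 fold changes correlated at 0.829 over 14155 genes, with the same sign in 74.8% of genes, against a mean of 0.501 and 66.6% in 20 simulations without changed genes, in which only the shared libraries linked them. Between TPMR1 and TPMCa, 0 genes passed an adjusted p under 0.05 from edgeR. There 1867 had an unadjusted p under 0.05, and 1670 passed the paper's threshold. Of the alternatives for TPMCa against TPM, DESeq2 moved the count at an adjusted p under 0.05 most, to 2547 genes. For TPMR1 against TPM, a fit of only the 2 models compared moved it most as a ratio, to 53. DESeq2 moved that count the other way, to 2867. The fit of all 8 libraries shares the spread of a gene across models, while replicates differed most in TPMR1.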

To characterize the molecular features of these tumors, we performed transcriptome analyses of the TPM, TPMCa, and TPMR1 tumor tissues. 

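Principal component analysis was run on the 6 TPM, TPMCa and TPMR1 libraries with the 500 most variable genes after the variance-stabilizing transformation of DESeq2, since the paper's text does not name these settings. PC1 held 78.98% and PC2 13.5% of the variance. On PC1 the TPM libraries lay at -91.3 and -74.1, and the other 4 libraries between 32.4 and 51.03. The mean distance from a TPM library to the TPMCa and TPMR1 libraries was 127.6, or 4.73 times the mean distance of 26.96 between replicates. The replicates were 17.2 apart in TPM, 9.33 in TPMCa and 54.3 in TPMR1, so the TPMR1 replicates lay further apart than the mean of 47.1 between TPMCa and TPMR1 libraries. PC1 fell to 51.1% when all genes with at least 10 counts in total replaced the most variable ones, the alternative set beforehand that moved it most. Leaving out each library in turn kept the ratio of distances between 3.07 and 9.48, with the highest value without replicate 2 of TPMR1.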

RNA‐seq data revealed that the TPMCa and TPMR1 tumors were clearly separated from the TPM tumor by PCA (Figure S4C, Supporting Information). 

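The 15 squamous differentiation genes labeled in Figure 4C and Figure S5F of the paper were Krt5, Krt14, Krt6a, Krt17, Krt16, Krt6b, Col17a1, Dsc3, Tgm1, Trp63, Sprr1a, Sprr1b, Dsc2, Dsc1 and Ivl, all of which another list used here also holds. In both TPMCa and TPMR1, all 15 were below every TPM library, where chance gives 33.3% of genes such a separation in either direction and 61.3% of all genes tested showed it for TPMCa and 52.9% for TPMR1. Adjusted over all genes tested with edgeR, 10 were lower in TPMCa and 11 in TPMR1, and adjusted over the list alone all 15 were lower in each. The paper shows these genes on the same samples, and if they were picked there for their change, the count over the list alone is not independent evidence. Their median log2 fold change was -11.101 in TPMCa and -10.84 in TPMR1, or -9.85 and -10.02 with the genes of a model at the floor set to their bound. As a set they were lower in both models (camera from limma, adjusted p = 2.32e-16 in each). Keratin 5, Krt5, on chromosome 15 of GRCm38 from 101707070 to 101712898, was at 3501 ± 3139 CPM (SD, n = 2) in TPM and 0.477 ± 0.585 CPM (SD, n = 2) in TPMCa (log2 fold change -12.79, standard error 1.595, adjusted p = 0.0203 from edgeR). It was listed at 0 in both TPMR1 libraries, at least 24748-fold lower than in TPM (adjusted p = 0.0131 from edgeR). Its partner keratin 14, Krt14, on chromosome 11 of GRCm38 from 100203162 to 100207548, went from 3459.6 ± 2716 CPM (SD, n = 2) in TPM to 3.26 ± 3.27 CPM (SD, n = 2) in TPMCa and 1.18 ± 0.0901 CPM (SD, n = 2) in TPMR1, with log2 fold changes of -10.05 and -11.51 (adjusted p = 0.0142 and 0.00864 from edgeR). The 6 general epithelial genes Epcam, Cdh1, Krt7, Krt8, Krt18 and Krt19, which are not among these 15, were lower too, with a median log2 fold change of -6.22 in TPMCa and -8.32 in TPMR1. Of the alternatives set beforehand that left a set test, an inter-gene correlation estimated from the data moved the squamous list most, to an adjusted p of 0.145 in both models (camera from limma).

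**Figure D1:**
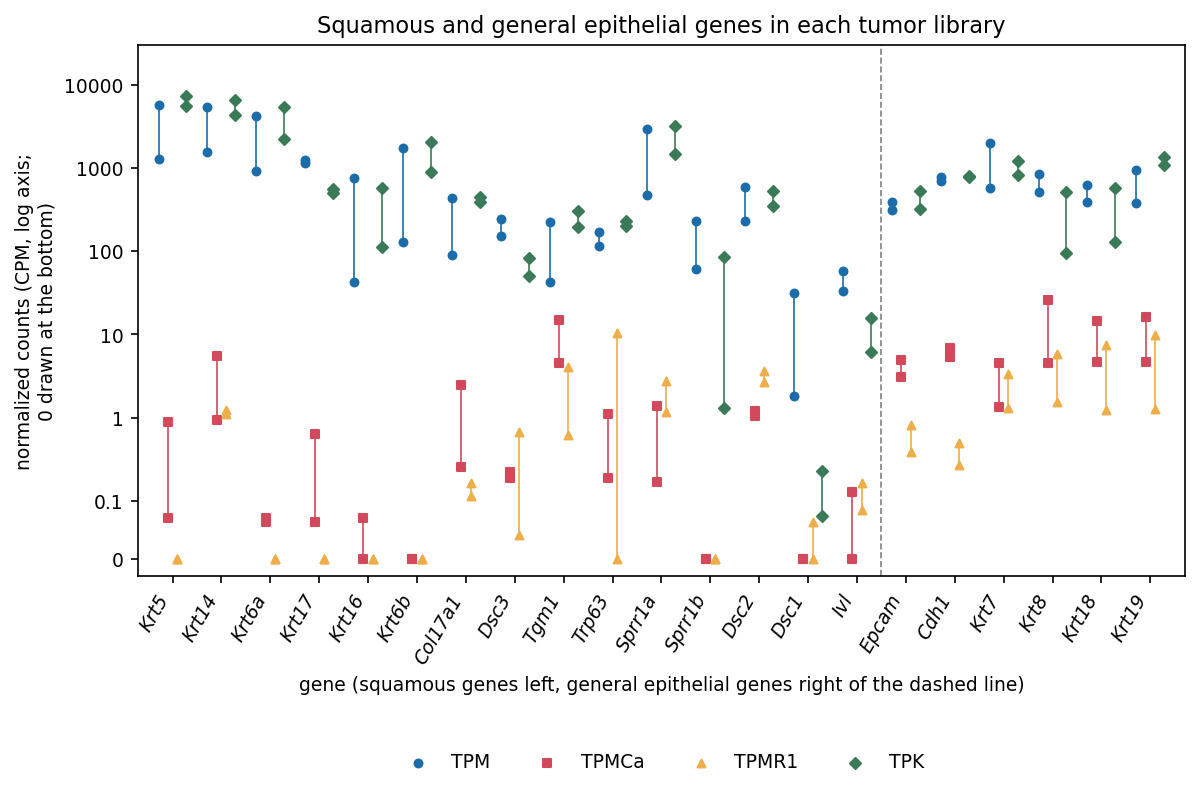
Normalized counts (CPM, log axis, 0 drawn at the bottom) of 15 squamous genes and 6 general epithelial genes in the 2 libraries of each model, joined by a line. The TPMCa and TPMR1 points lie below the TPM points for all 21 genes.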

And the heatmap suggested that the expressions of multiple squamous differentiation‐related genes decreased in the TPMCa and TPMR1 tumors (Figure 4C). GO pathways significantly negatively enriched in the TPMCa and TPMR1 groups were related to skin development, epidermis development, and keratinocyte differentiation (Figure S4D, Supporting Information). 

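The comparison of TPM with the mean of TPMCa and TPMR1 called 1411 genes at an adjusted p under 0.05 from edgeR, 1181 of them higher in TPM and 230 lower. At the paper's threshold it gave 3176 DEGs with p from edgeR, 2138 higher and 1038 lower in TPM, and 3718 with DESeq2. Without replicate 1 of TPMCa the first count was 665, and without replicate 2 of TPMR1 it was 2061. Among named genes with the largest changes, Krt6b, Krt6a and Krt1 were higher in TPM. Krt6a was at 2553 ± 2314 CPM (SD, n = 2) in TPM and at least 14306-fold lower in TPMCa (adjusted p = 0.0111 from edgeR). Krt6b was listed at 0 in TPMCa and TPMR1, at least 5253-fold lower in TPMCa than in TPM (adjusted p = 0.0465 from edgeR). Gata4, Agt and Fign were higher in TPMCa and TPMR1. Gata4, listed at 0 in both TPM libraries, was at 8.31 ± 4.23 CPM (SD, n = 2) in TPMCa and 160.2 ± 32.6 CPM (SD, n = 2) in TPMR1, at least 909.8-fold higher there (adjusted p = 0.00356 from edgeR). A list of 29 keratinocyte proliferation genes, 8 of them in another list, had a median log2 fold change of -0.34 in TPMCa against TPM and was lower as a set (camera from limma, adjusted p = 0.00555). Of these 29 genes, 18 were lower and 11 higher, 6 were lower after adjustment over all genes, and 11 lower and 1 higher when adjusted over the list alone. Without replicate 1 of TPMCa the median was -0.94.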

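Trp63, which encodes p63 and lies on chromosome 16 of GRCm38 from 25683763 to 25892102, was at 142 ± 38.9 CPM (SD, n = 2) in TPM, 0.652 ± 0.653 CPM (SD, n = 2) in TPMCa and 5.197 ± 7.35 CPM (SD, n = 2) in TPMR1. Its counts were 2813 and 1999 in TPM, 3 and 20 in TPMCa, and 0 and 187 in TPMR1, so both models lay below both TPM libraries. The log2 fold change against TPM was -7.73 in TPMCa (standard error 2.11) and -4.78 in TPMR1 (standard error 1.798). The unadjusted p was 0.00864 and 0.0337 from edgeR, and the adjusted p over all genes was 0.101 and 0.174, above 0.05. The Wald test of DESeq2, the package the paper names for its DEGs, gave an adjusted p of 1.03e-04 in TPMCa and 0.0282 in TPMR1. A fit of TPM and TPMCa alone gave an adjusted p of 0.0162 from edgeR, and a fit of TPM and TPMR1 alone 0.352. The change in TPMR1 was -3.77 without replicate 1 of TPMR1, and without replicate 2 it rested on a library with 0 counts, so that its size was not measured.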

Consistent with p63 IHC staining, the expression of *Trp63* was significantly downregulated in the TPMCa and TPMR1 tumors compared to that in the TPM tumors (Figure S4E, Supporting Information). And further, GSEA revealed that keratinization‐related signaling pathways were significantly downregulated in the TPMCa and TPMR1 tumors compared to the TPM tumor (Figure S4F, Supporting Information). 

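A list of 107 keratinization genes, 16 of which another list also holds, stood in for the gene sets of the paper, and 91 of its genes were tested. The median log2 fold change against TPM was -9.402 in TPMCa and -9.69 in TPMR1, or -7.24 and -7.47 with genes of a model at the floor set to their bound. In TPMCa, 89 genes were lower and 2 higher, and in TPMR1 all 91 were lower. With edgeR, 35 were lower over all genes tested in TPMCa and 43 in TPMR1, and adjusted over the list alone 77 were lower in each. The set tests gave an adjusted p of 2.17e-38 and 7.03e-39 (camera from limma). Preranked enrichment with fgsea, the closest to the GSEA of the paper, gave normalized enrichment scores of -3.13 and -2.94. Of the 19 list tests run here in all, camera called 16, fgsea 16, fry 11 and camera with an estimated correlation 0. The calls of fry were the squamous, keratinization and keratinocyte proliferation lists in each comparison run, the S phase list in TPMCa, and the EGFR list that camera did not call. The 2 TPM libraries differed within this list. Krt1 had 15230 counts in replicate 1 of TPM and 100 in replicate 2. Without replicate 1 of TPM, the medians were -7.66 in TPMCa and -7.31 in TPMR1.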

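A list of 99 genes that respond to mTORC1, 3 of which another list also holds, stood in for the gene set of the paper. Of its 98 tested genes, 66 were higher and 32 lower in TPMCa than in TPM, and 71 were higher and 27 lower in TPMR1. The median log2 fold change was 0.29 in TPMCa and 0.41 in TPMR1, and the set was higher in both (camera from limma, adjusted p = 0.00916 and 0.00335). Over all genes, 2 were higher and 1 lower in each model after adjustment, and adjusted over the list alone 1 was higher and 1 lower in TPMCa and 1 lower in TPMR1. Fry from limma did not call the set in either model (adjusted p = 0.555 and 0.546). The median in TPMCa rested on replicate 1 of TPMCa and was -0.18 without it, and in TPMR1 it was 0.12 without replicate 1 of TPMR1.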

The molecular events downstream of PI3K lead to the activation of mTORC1.^[^ ^22^ ^]^ GSEA showed that mTORC1 signaling was significantly positively enriched in the TPMCa and TPMR1 tumors compared to the TPM (Figure S4F, Supporting Information). And also, consistent with KI67 IHC staining, GSEA revealed that the HALLMARK_E2F_TARGETS and the HALLMARK_G2M_CHECKPOINT were significantly positively enriched in the TPMCa and TPMR1 tumors, suggesting their increased cell proliferation (Figure S4F, Supporting Information). In addition, we performed the fisher‐test of *PIK3CA* or *PIK3R1* mutation events and histological subtypes in the TCGA‐UCEC cohort to confirm the dominance of *PIK3CA* and *PIK3R1* mutations in different EC subtypes. 

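The lists of 43 S phase genes, 1 of them in another list, and 54 G2/M phase genes, 0 of them in another list, stood in for the E2F target and G2M checkpoint sets. The S phase genes had a median log2 fold change of 0.71 in TPMCa and 0.57 in TPMR1 against TPM, with 40 and 37 of 43 genes higher (camera from limma, adjusted p = 1.95e-07 and 1.06e-05). For the G2/M phase genes the median was 0.64 and 0.505, with 48 and 46 of 52 tested genes higher (camera from limma, adjusted p = 3.68e-07 and 1.71e-04). Under fry from limma the S phase list passed in TPMCa (adjusted p = 0.0355) but not in TPMR1 (0.0768). The G2/M phase list passed in neither model under fry (adjusted p = 0.164 and 0.333). With an estimated correlation, camera from limma called 0 of these lists (adjusted p from 0.304 to 0.545). Few single genes passed the threshold, which with 2 libraries per model misses most small changes. Adjusted over all genes, 2 S phase and 1 G2/M phase genes were higher in TPMCa and 0 of either list in TPMR1. Adjusted over the list alone, these counts were 4 and 0 in TPMCa and 0 and 0 in TPMR1. The median of the G2/M phase genes in TPMR1 was 0.06 without replicate 2 of TPMR1. Mki67, which encodes KI67 and lies on chromosome 7 of GRCm38 from 135689784 to 135716361, was at 176 ± 1.504 CPM (SD, n = 2) in TPM, 274 ± 8.84 CPM (SD, n = 2) in TPMCa and 281 ± 36.7 CPM (SD, n = 2) in TPMR1. Its log2 fold changes of 0.64 and 0.67 exceeded the spread between replicates but not the threshold (adjusted p = 0.211 and 0.1802 from edgeR). General epithelial genes were far lower in TPMCa and TPMR1 than in TPM, so these bulk values do not tell which cells carry the change.

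**Figure D2:**
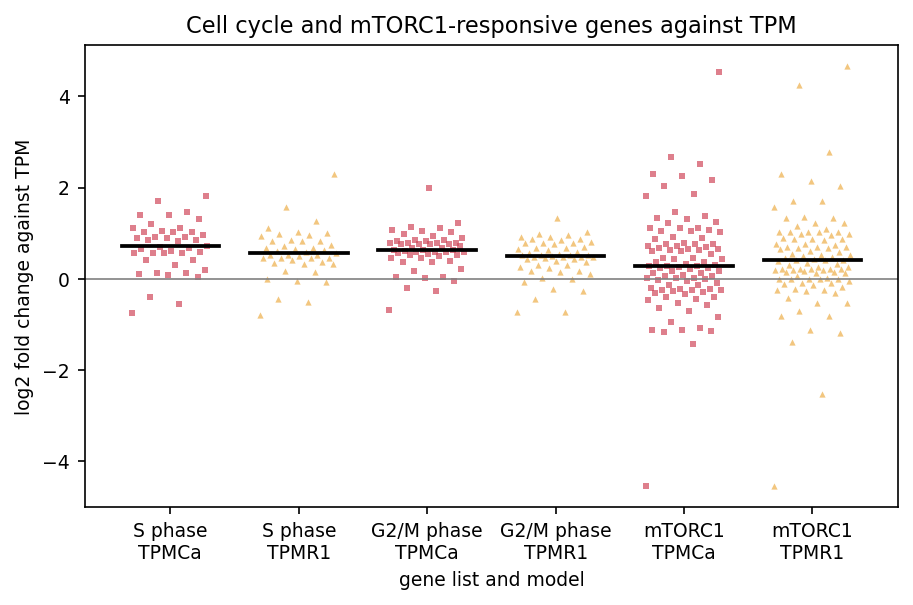
Log2 fold change against TPM of each tested S phase, G2/M phase and mTORC1-responsive gene (points) in TPMCa and TPMR1, with the list's median as a black line. The medians lie between 0.29 and 0.71, all above 0.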

The results showed that both *PIK3CA* mutations and *PIK3R1* mutations were associated with endometrial endometrioid adenocarcinoma (EEA), compared with serous endometrioid adenocarcinoma (SEA) (OR = 1.9, 5.2 and *p* = 0.03, 0.00) (Figure 4D). These data suggested that the TPMCa and TPMR1 tumors exhibited classic pathological features of endometroid adenocarcinoma, in contrast to the TPM tumors, suggesting that *Pik3ca* and *Pik3r1* mutations switched the tumor types.

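Genes of glandular and other epithelia were also compared between these tumors. Epcam, an epithelial adhesion gene on chromosome 17 of GRCm38 from 87635979 to 87651129, was at 352 ± 56.1 CPM (SD, n = 2) in TPM, 4.06 ± 1.33 CPM (SD, n = 2) in TPMCa and 0.601 ± 0.2998 CPM (SD, n = 2) in TPMR1 (adjusted p = 0.00514 and 0.00252 from edgeR). Cdh1, which encodes E-cadherin, fell by 6.91 on the log2 scale in TPMCa and fell by 10.92 in TPMR1 (adjusted p = 0.00258 and 0.001103 from edgeR). Krt7, a keratin of simple epithelia, was at 1279 ± 1007 CPM (SD, n = 2) in TPM, 2.92 ± 2.24 CPM (SD, n = 2) in TPMCa and 2.35 ± 1.47 CPM (SD, n = 2) in TPMR1. Krt8 was at 682 ± 235, 15.3 ± 15.3 and 3.69 ± 3.03 CPM (SD, n = 2 each). From the histology of these tumors, their lower squamous genes and their higher proliferation gene sets, and with its analysis of human tumors, the paper proposes that Pik3ca and Pik3r1 mutations switched the tumor type from that of TPM to endometrioid adenocarcinoma.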

**Figure 4:**
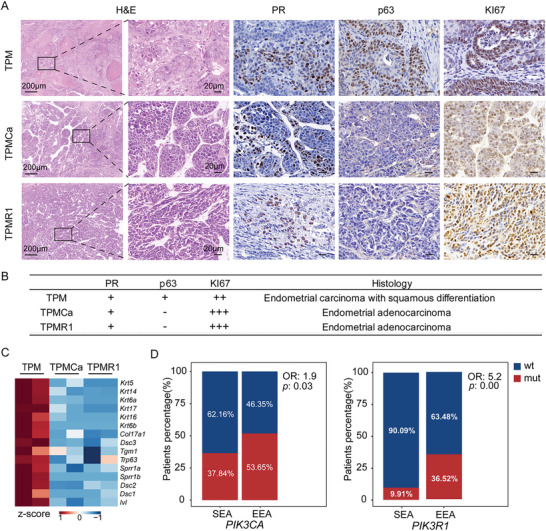
*Pik3ca* and *Pik3r1* mutations were dominant in the endometrial adenocarcinoma. A) Representative pictures showing H&E and IHC stainings of PR, p63, and KI67 in tumor sections of the TPM, TPMCa, and TPMR1 mice. Scale bar, 200 and 20 µm. B) IHC score of PR, p63, and KI67 of the TPM, TPMCa, and TPMR1 mice. C) Heatmap showing the expression levels of squamous marker genes between TPM, TPMCa, and TPMR1 mice tumor tissues (TPM: *n* = 2 mice; TPMCa: *n* = 2 mice; TPMR1: *n* = 2 mice). D) The percentage of SEA and EEA patients with *PIK3CA* or *PIK3R1* mutations. (*PIK3CA*: OR = 1.9, *p* = 0.03; *PIK3R1*: OR = 5.2, *p* = 0.00. Calculated by Fisher's test).

### 2.5 *Kras* G12D Mutation led to Endometrial Squamous Cell Carcinoma in Mice

There is accumulating evidence suggesting that *KRAS* G12D is frequently activated in EC.^[^ ^10^ ^]^ Further, large‐scale genome sequencing studies indicated that *KRAS* G12D mutation and *MYC* amplification often were mutually exclusive (Figure S5A, Supporting Information). *KRAS* mutations frequently coexist with *PTEN* and *TP53* mutations (Figure S5B, Supporting Information). In patients with *TP53* and *PTEN* variation, a high expression level of *KRAS* was associated with poor prognosis (Figure S5C, Supporting Information). Recent studies suggested that *Kras* G12D played an oncogenic role in EC.^[^ ^23^ ^]^ It has been reported that *Kras* G12D organoids with *Trp53* deficiency developed subcutaneous carcinosarcoma. To establish orthotopically, *Kras* G12D‐driven EC and study the potential functions of this mutation in EC initiation and progression, we amplified *Kras* G12D cDNA, together with *Trp53* and *Pten* loss, into mouse uterus organoids (TPK). About 3 months after orthotopic transplantation, all recipients died and had tumor lesions on their left uterus. Unlike solid tumors as described above, TPK tumors displayed a sac‐like structure filled with pus, a condition known as pyometra (**Figure** **5**A). The IGV showed c.35C > T mutation in the *Kras* gene (Figure S5D, Supporting Information). IHC stainings of TPK tumor revealed the downregulation of p53 and PTEN expression and the upregulation of KRAS expression at protein levels (Figure S5E, Supporting Information). H&E staining revealed that TPK tumors displayed distinct histology, characterized by large areas of keratinization (Figure 5B). None of the sections showed any evidence of adenocarcinoma. IHC staining of the squamous marker p63 was significantly positive in TPK tumor cells, confirming the squamous differentiation of the tumors (Figure 5C). They were also positive for KI67 staining, suggesting that they were aggressive cancers (Figure 5D). IHC staining showed that the tumor cells were CK7+, indicating their glandular epithelial origin (Figure 5D). The ER and PR were weakly positive in TPK tumors (Figure 5E). Taken together, histological and IHC analyses suggested that these murine EC were initiated with TPK organoids as endometrial squamous cell carcinoma (ESCC). A key clinical feature of ESCC patients is pyometra, which was observed in the TPK mouse EC model (Figure 5A). 

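RNA from 2 TPK tumors, grown from uterus organoids whose edits include an sgRNA against Trp53, was sequenced and analyzed in the same fit as the TPM, TPMCa and TPMR1 libraries. Total counts were 19110458 and 15748396 in these libraries, and 972 genes lay over 4-fold apart between them. Myc, which was not introduced in TPK, was at 123 ± 42.96 CPM (SD, n = 2). Against the mean of TPMCa and TPMR1, 1643 genes were higher and 644 lower in TPK at an adjusted p under 0.05 from edgeR. With p from edgeR, 3996 DEGs passed the paper's threshold, 2455 higher and 1541 lower, and with DESeq2 4490 did. Against the mean of TPM, TPMCa and TPMR1, 969 genes were higher and 187 lower. Pooling the other models as one group moved this count most, to 0 genes at an adjusted p under 0.05 from edgeR, while the DEGs at the paper's threshold then numbered 1322 in place of 2926.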

To characterize the molecular features of these TPK models, we performed RNA‐seq analyses. 

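All 15 squamous genes of Figure S5F were higher in both TPK libraries than in every TPMCa and TPMR1 library, where chance gives 13.3% of genes such a separation in either direction and 40.8% of all genes tested showed it. Their median log2 fold change was 10.88, or 9.86 with genes at the floor in both TPMCa and TPMR1 set to their bound (camera from limma, adjusted p = 3.31e-13). With edgeR, 14 of the 15 were higher both after adjustment over all genes and adjusted over the list alone. The exception was Dsc1, at 0.147 ± 0.115 CPM (SD, n = 2) in TPK, which lies near the floor in all 3 models. Krt5 was at 6432 ± 1309.5 CPM (SD, n = 2) in TPK and higher than in TPMCa and TPMR1 (adjusted p = 0.00232 from edgeR). Trp63 was at 216 ± 21.2 CPM (SD, n = 2), with a log2 fold change of 6.86 (adjusted p = 0.0281 from edgeR). A fit of TPK, TPMCa and TPMR1 alone gave an adjusted p of 0.0595 for Trp63 from edgeR. Krt13, among the genes with the largest change, was at 7595 ± 753 CPM (SD, n = 2) in TPK and 0.222 ± 0.313 CPM (SD, n = 2) in TPMCa, and was listed at 0 in TPMR1. Of the 91 tested keratinization genes, 86 were higher, with a median of 8.22, or 6.43 with such genes at their bounds. With edgeR 61 were higher after adjustment over all genes, and adjusted over the list alone 78. General epithelial genes differed in the same direction, and Epcam was at 424 ± 145 CPM (SD, n = 2) in TPK. From the squamous genes and pathways in these tumors, with their histology, the paper concludes that the TPK model resembles human endometrial squamous cell carcinoma.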

Consistent with pathological features of TPK tumors, the heatmap and GO analysis showed that multiple squamous differentiation‐related genes and pathways were significantly positively enriched in TPK tumors compared to adenocarcinoma TPMCa and TPMR1 tumors (Figure S5F,G, Supporting Information). GSEA showed that the upregulated and downregulated gene sets in human EC with *KRAS* mutation were significantly positively and negatively, respectively enriched in the TPK model, compared with other models (Figure 5F). 

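The human signature sets of the paper were not used here. A list of 25 genes induced by ERK signaling, 6 of which another list also holds, had a median log2 fold change of -0.16 in TPK against the mean of the other models, with 11 genes higher and 14 lower (camera from limma, adjusted p = 0.762). In this list, 0 genes passed the threshold, either adjusted over all genes with edgeR or adjusted over the list alone. The median was 0.67 without replicate 2 of TPMR1.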

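Against the mean of TPM, TPMCa and TPMR1, the keratinization genes were higher in TPK, with a median log2 fold change of 5.48 and 83 of 91 genes higher (camera from limma, adjusted p = 1.55e-18). With edgeR 48 of them passed the threshold over all genes, and adjusted over the list alone 66. TPM, which carries squamous features in the paper, is part of this mean, and 7 of the 91 genes were higher in both TPK libraries than in all 6 others, where chance gives 7.14% of genes such a separation in either direction and 20.2% of all genes tested showed it. The keratinocyte proliferation genes had a median of 0.79, with 22 of 29 higher (camera from limma, adjusted p = 5.87e-04). Of these, 8 were higher after adjustment over all genes and 12 when adjusted over the list alone. Among named genes, Krt13, Agr2 and Clca1 had the largest rises in TPK against this mean.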

EC patients with *KRAS* mutation also shared common keratinocyte‐related pathways with TPK mice (Figure 5G). Hence, the TPK tumor mimicked human ESCC at both the pathological and molecular levels. In patients, ESCC is rare and its pathogenesis remains obscure.^[^ ^24^ ^]^ According to previous reports, ESCC has a poorer prognosis than endometrioid carcinomas. To date, no final treatment recommendations have been provided. In the present study, we generated a primary endometrial squamous cell carcinoma in mice with *Kras* G12D uterus organoids.

**Figure 5:**
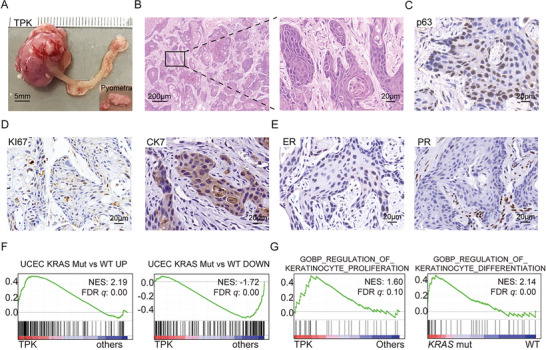
*Kras* G12D mutation led to endometrial squamous cell carcinoma in mice. A) Bright‐field (BF) of the uterus from moribund recipient TPK mice. Scale bar, 5 mm. Box areas showing pus in the uterus cavity. B) H&E stainings in the tumor section of the TPK mice. Scale bar, 200 µm (left) and 20 µm (right). C) Representative pictures showing staining of p63 in tumor sections of the TPK mice. Scale bar, 20 µm. D) Representative pictures showing staining of KI67 and CK7 in tumor sections of the TPK mice. Scale bar, 20 µm. E) Representative pictures showing staining of ER and PR in tumor sections of the TPK mice. Scale bar, 20 µm. F) GSEA showing the enrichments of gene signatures (top 200 DEGs of upregulated or downregulated, *p*‐value < 0.05) of human EC with *KRAS* mutation in TPK mice, compared to other models (TPM, TPMCa, and TPMR1) (UP: NES = 2.19, FDR *q* = 0.00; DOWN: NES = −1.72, FDR *q* = 0.00). G) GSEA showing the enrichments of the keratinocyte‐related pathway both in TPK mice (the GOBP_REGULATION_OF_KERATINOCYTE_PROLIFERATION, NES = 1.60, FDR *q* = 0.10) and human EC with *KRAS* mutation (the GOBP_REGULATION_OF_KERATI‐NOCYTE_DIFFERENTIATION, NES = 2.14, FDR *q* = 0.00), compared with other models or human EC with *KRAS* WT.

### 2.6 EC Models for Drug Screening

Endometrial cancer organoids (ECOs) could be cultured from these tumors to facilitate in vitro drug treatment studies (Figure S6A, Supporting Information). To assess whether our ECOs were useful for in vitro drug sensitivity testing, we first generated dose‐response curves for carboplatin, the first‐line chemotherapy drug for EC, and calculated the half‐maximal inhibitory concentration (IC50). Carboplatin induces cell death in various ECOs with different sensitivities. Notably, TPK (IC50 = 46.19 µM) had a higher IC50 than TPM (IC50 = 22.09 µM), TPMCa (IC50 = 19.97 µM), and TPMR1 (IC50 = 10.37 µM) tumors (Figure S6B, Supporting Information). Multiple previous studies have demonstrated that cancer organoids respond to drugs based on their genomic alterations.^[^ ^25^ ^]^ High‐throughput screening has been extensively used in precision medicine for cancer treatment. Next, we used the previously reported screening platform^[^ ^26^ ^]^ to identify potential drugs based on these mutations‐defined EC organoids (**Figure** **6**A). A total of 56 compounds, targeting endocrinology & hormones (E&H), protein tyrosine kinase (PTK), and PI3K/AKT/mTOR, were screened on our organoid‐based screening platform (Figure S6C, Supporting Information). The TPM, TPMCa, TPMR1, and TPK organoids were respectively cultured in 96‐well plates. Each inhibitor was added to the wells at a concentration of 10 µM. Three days later, the survival of the organoids was measured by Cell Counting Kit‐8 (CCK8) and cell viability scores were calculated according to the percentages of CCK8 reads normalized to those treated with vehicle for each molecule. Among the libraries, only three molecules inhibited the growth of the TPK ECOs by more than 90% (cell viability score ≤ 10%), whereas the number of molecules in the TPM and TPMR1 was 14, and that in the TPMCa was 15 (Figure 6B). 21 out of 56 drugs had no inhibitory effect on TPK tumor organoids (cell viability score > 100%), indicating that TPK ECOs displayed high resistance to these drugs (Figure 6B). To determine the effect of genetic alterations on drug response, we compared the responses of the four ECOs to drugs targeting different pathways (Figure 6C and Figure S6D, Supporting Information). We found that half of the 16 drugs targeting E&H induced less than 50% cell viability in TPMR1 ECOs compared with TPM (3/16), TPMCa (3/16), and TPK (1/16), indicating that TPMR1 ECOs were much more sensitive to the drugs targeting E&H than the other three organoids (Figure 6C). Previous studies have suggested that alterations in the PI3K/AKT/mTOR pathway are strongly implicated in endometrial cancer pathogenesis, and targeting the effectors of this pathway is a rational therapeutic approach.^[^ ^27^ ^]^ We transduced genetic alterations of the key genes in the PI3K/AKT/mTOR pathway in these four EC tumors, including *Pten* deficiency, *Pik3r1* deficiency, and *Pik3ca* E545K amplification. As expected, there were no significant differences in the sensitivity of the four ECOs to the drugs targeting the PI3K/AKT/mTOR pathway (Figure 6C). Here, it was intriguing that TPK ECOs displayed lower sensitivity to drugs targeting the PTK pathway, compared to the other three ECOs (Figure 6C), consistent with the resistance of *Kras* mutant cancers to targeted therapies as previously reported.^[^ ^28^ ^]^ The mechanism of *Kras* mutation‐induced drug resistance in EC requires further study. The drugs that induced less than 10% cell viability in the four ECOs were listed and classified according to the commonness and specificity of each group, further suggesting the similarities and differences in drug responses induced by genetic alterations (Figure 6D). To further evaluate the translational potential of our mouse organoid platform, we established organoid lines from two patients with EC. Genetic sequence and pathological analysis revealed that these two tumor samples lacked mutations in the *KRAS* gene and exhibited pathological features of adenocarcinoma, similar to the TPMCa and TPMR1 mouse tumor models (Figure S6E–G, Supporting Information). As expected, treatment experiments revealed that the patient‐derived organoids (PDOs) were resistant to drugs such as S1120 and S2221(Figure S6F,G, Supporting Information). In contrast, drugs such as S5234, S7083, and S2128 significantly inhibited the growth of the PDOs, consistent with the results observed in mouse organoids(Figure S6F,G, Supporting Information). Hence, EC PDOs showed a pattern of drug sensitivities similar to the mouse model.

**Figure 6:**
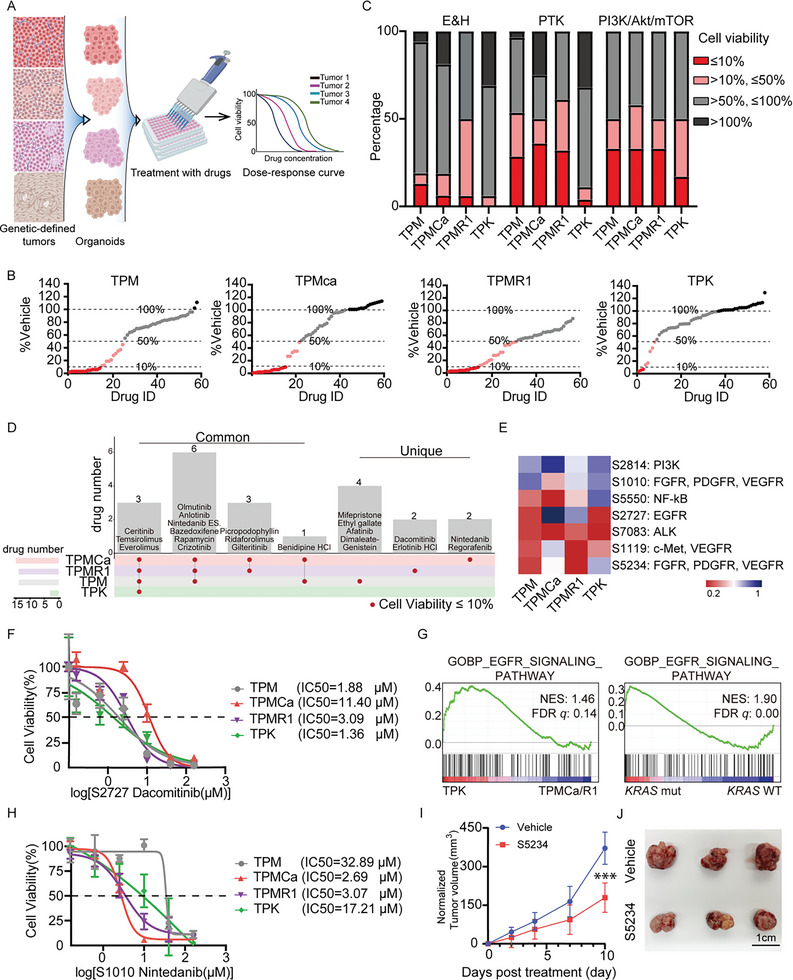
Precision EC models for drug screening. A) Schematic of the high‐throughput drug screening. Endometrial cancer cells derived from mouse models were cultured with Matrigel in 96‐well plates. After 24 h of culture, organoids were treated with compounds from a library. After 72 h of treatment, cell viability was analyzed by CCK8 assay. B) Summary of the drug library screening showing the relative survival ratios of the TPM, TPMCa, TPMR1, and TPK tumor organoids treated with individual drugs. The red dots indicated drugs‐inducing cell viability at 0–10%. The pink dots indicated drugs inducing cell viability at 10–50%. The gray dots indicated drugs inducing cell viability at 50–100%. The black dots indicated drugs inducing cell viability at more than 100%. C) Incidence of cell viability at 0–10%, 10–50%, 50–100%, and more than 100% after treatment in each kind of target. D) Upset plot showing the common and unique drug inducing cell viability at 0–10% in the TPM, TPMCa, TPMR1, and TPK EC organoids. Red dot, drugs inducing cell viability at 0–10%. E) Heatmap showing the relative survival of EC organoids treated with seven drugs in secondary drug screening at the concentrations of 10 µM. Three independent repeats were performed. F) Drug dose‐response curve showing cell viability of the TPM, TPMCa, TPMR1, and TPK EC organoids in response to the treatment of dacomitinib (S2727). IC50 was shown. *n* = 3. G) GSEA showing the enrichments of the GOBP_EGFR_SIGNALING_PATHWAY both in TPK mice (NES = 1.46, FDR *q* = 0.14) and human EC with *KRAS* mutation (NES = 1.90, FDR *q* = 0.00), compared with TPMCa/TPMR1 mice or human EC with *KRAS* WT. H) Drug dose‐response curve showing cell viability of the TPM, TPMCa, TPMR1, and TPK EC organoids in response to the treatment of nintedanib (S1010). IC50 was shown. *n* = 3. I) Normalized tumor volume of the TPMR1 subcutaneous tumor with vehicle or S5234. Normalized tumor volume indicates the increased volume when the tumor volume at day 0 (at the start of treatment) is set to 0. *n* = 4. Data shows the means ± SEM. ***, *p* < 0.001, calculated by two‐sided Student's *t*‐test. J. Images of the subcutaneous tumors treated with vehicle or S5234 (representative of *n* = 3 mice). Scale bars, 1 cm.

Further, we performed the second screening and validation experiments to confirm the inhibitory effect of some drugs on the four ECOs (Figure 6E). S2727, also named dacomitinib, is an approved first‐line therapy for metastatic, EGFR‐mutant non–small cell lung cancer (NSCLC). In phase 1 clinical study, it has been reported that the combination of dacomitinib and PD‐0325901 showed antitumor activity in *KRAS*‐mutation‐positive colorectal, pancreatic cancer, and NSCLC.^[^ ^29^ ^]^ Similarly, the second screening demonstrated that dacomitinib inhibited the in vitro growth of *Kras*‐mutated EC organoids which displayed extensive resistance to these screened drugs. To further test the in vitro inhibitory effects of dacomitinib on the four ECOs, we performed a validation experiment and calculated their IC50 respectively. The results showed that the TPK ECOs were more sensitive (IC50 = 1.36 µM) to dacomitinib than the TPMCa (IC50 = 11.40 µM) and TPMR1 (IC50 = 3.09 µM) ECOs (Figure 6F). 

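A list of 83 EGFR signaling genes, 13 of which another list also holds, stood in for the gene set of the paper. Of its 82 tested genes, 48 were higher and 34 lower in TPK than in the mean of TPMCa and TPMR1, with a median log2 fold change of 0.17. The median was 0.09 without replicate 1 of TPK. The set did not pass the threshold under camera from limma (adjusted p = 0.176). It passed under fry from limma (adjusted p = 0.0103) and under preranked enrichment with fgsea (adjusted p = 0.0199). With an estimated correlation it did not pass (camera from limma, adjusted p = 0.516). Adjusted over all genes with edgeR, 13 genes were higher and 3 lower in TPK, and adjusted over the list alone 16 were higher and 5 lower. Egfr, on chromosome 11 of GRCm38 from 16752203 to 16918158, was at 95.8 ± 18.8 CPM (SD, n = 2) in TPK, 51.5 ± 25.4 CPM (SD, n = 2) in TPMCa and 51.1 ± 17.4 CPM (SD, n = 2) in TPMR1. Its log2 fold change of 0.901 did not pass the threshold (adjusted p = 0.152 from edgeR). A Reactome set for EGFR signaling, added after the data had been seen, had a median of -0.0352 and did not pass (camera from limma, adjusted p = 0.962). General epithelial genes summed to 3236 and 4963 CPM in TPK and to at most 73.3 CPM in TPMCa and TPMR1. A larger share of epithelial cells in TPK and a change of EGFR signaling therefore cannot be told apart.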

GSEA revealed that EGFR target pathways such as the GOBP_EGFR_SIGNALING_PATHWAY were significantly enriched in the TPK tumors and the *KRAS* mutated human EC than in the TPMCa and TPMR1 that were resistant to dacomitinib, and *KRAS* WT human EC (Figure 6G).

Nintedanib, an intracellular inhibitor of tyrosine kinases, has been tested in phase II evaluations for the treatment of recurrent or persistent endometrial cancer.^[^ ^30^ ^]^ The validation experiment showed that nintedanib inhibited the growth of ECOs in a dosage‐dependent manner. Similar to the results of screening, we found that the TPMCa and TPMR1 ECOs were more sensitive (IC50 = 2.69 µM and IC50 = 3.07 µM, respectively) to nintedanib than the TPM (IC50 = 32.89 µM) and TPK (IC50 = 17.21 µM) organoids (Figure 6H). To explore the molecular mechanisms underlying the distinct suppression of the four ECOs, GSEA was performed to compare the gene signaling associated with the drug target gene *VEGFR*. EC patients with *PIK3CA* or *PIK3R1* mutation shared common VEGF pathways associated with the S1010 target, such as the BIOCARTA_VEGF_PATHWAY (Figure S6H, Supporting Information). 

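A list of 29 VEGF pathway genes, 6 of which another list also holds, was compared with TPM. In TPMCa 22 of the 29 were higher, a share of 75.9% (95% Wilson interval 57.9 to 87.8%) against 49.3% of all genes tested (exact binomial test, two-sided, p = 0.00471). In TPMR1 16 were higher, a share of 55.2% (95% Wilson interval 37.5 to 71.6%) against 51.6% of all genes tested (exact binomial test, two-sided, p = 0.715). Genes of one pathway are not independent, so these intervals and p-values cover sampling of genes only. The share in TPMCa was 55.2% without replicate 1 of TPMCa. The median log2 fold change was 0.297 in TPMCa and 0.06 in TPMR1 (camera from limma, adjusted p = 0.0243 and 0.295). The median in TPMCa was 0.0461 without replicate 1 of TPMCa and 0.512 without replicate 2. Adjusted over all genes with edgeR, 0 of the 29 genes passed the threshold in either model, and 0 did when adjusted over the list alone. Vegfa, on chromosome 17 of GRCm38 from 46016993 to 46032369, was at 245 ± 48.9 CPM (SD, n = 2) in TPM, 475 ± 251 CPM (SD, n = 2) in TPMCa and 557 ± 12.6 CPM (SD, n = 2) in TPMR1 (adjusted p = 0.242 and 0.157 from edgeR). The receptor gene Kdr was at 15.7 ± 1.38 CPM (SD, n = 2) in TPM, 62.8 ± 35.8 CPM (SD, n = 2) in TPMCa and 53.1 ± 45.1 CPM (SD, n = 2) in TPMR1, and 6 endothelial genes were higher as a set in TPMCa (camera from limma, adjusted p = 0.0385) but did not pass the threshold in TPMR1 (camera from limma, adjusted p = 0.356). From the larger overlap of the pathway with up-regulated genes, the paper concludes that TPMCa and TPMR1 tumors were better enriched for it than TPM.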

Interestingly, the up‐regulated genes in TPMCa and TPMR1 compared with TPM were better overlapped with BIOCARTA_VEGF_PATHWAY than down‐regulated genes, indicating that TPMCA and TPMR1 tumor also had a better BIOCARTA_VEGF_PATHWAY enrichment than TPM (Figure S6I, Supporting Information). To test the potential effect of Nintedanib in vivo, we generated a subcutaneous endometrial cancer mouse model by injecting TPMR1 tumor cells into the 8‐week‐old nude mice. Given the solubility of the drug, we opted to conduct in vivo treatment using nintedanib ethanesulfonate salt (S5234). Mice were treated three times per week by oral gavage with H_2_O or 50 mg kg^−1^ nintedanib ethanesulfonate salt for ten days. Consistent with the in vitro inhibitory effect, the tumor growth of the treatment group was significantly repressed, compared to the H_2_O‐treated control group (Figure 6I,J). Taken together, these results supported organoids as preclinical models for the drug testing of tumors with different genetic alterations.

## 3 Discussion

Although EC is one of the most common gynecological malignancies, our understanding of the mechanisms underlying its tumorigenesis and translational studies remains very limited. One of the major obstacles might be the lack of proper animal models that precisely recapitulate the molecular and clinical features of human EC. Currently, chemically induced EC animal models and GEMMs of EC are mostly used in vivo, and few of them can fully recapitulate the entire process of EC in patients.^[^ ^12^, ^31^ ^]^ Based on GEMMs, the functions of *Pten* and *Lkb1* as tumor suppressors have been identified.^[^ ^12^, ^32^ ^]^ However, GEMMs are very costly and extremely time‐consuming, which limits their wide application. Traditional models such as tumor cell lines and PDXs, as well as recent cancer organoids, cannot recapitulate the entire process of multiple‐step tumorigenesis from normal cells into fully transformed malignancies. Here, based on recent breakthroughs in organoid culture, we report a new strategy for OPCMs of EC in mice. Referring to the numerous EC‐associated genetic abnormalities revealed by recent cancer genomics studies,^[^ ^6^, ^10^ ^]^ our approach can introduce any genetic abnormality you want into uterus organoids by CRISPR/Cas9 genome editing and gene overexpression techniques. Once orthotopically transplanted into recipient animals, these organoids are transformed into EC through a process similar to that observed in patients. This point differs from GEMMs, where all cells in the endometrial epithelium have the target gene mutation. This explains why *Pten* deletion could generate tumors in GEMMs,^[^ ^33^ ^]^ but using our strategy, TP organoids could not give rise to tumors in the observation period. Tumorigenesis using our strategy may require a longer period of time. With a similar strategy, OPCMs for lung cancer, gastric cancer, bladder cancer, and others have been generated.^[^ ^18b–e^ ^]^ These OPCMs could represent the pathologies of cancer at different stages, from dysplasia to full‐blown carcinoma with distal metastasis. Importantly, the resulting tumors can precisely recapitulate the pathology of their human counterpart. The limitation of the present EC strategy is that the recipient mice are immunodeficient mice, which cannot be applied to study tumor immune microenvironments and immunotherapy. Therefore, in order to expand the applicability of the model, we are optimizing the technical system to generate OPCMs of EC in immunocompetent mice. In fact, the small cell lung cancer models generated using a similar strategy are established in immunocompetent mice. On balance, compared to other models including GEMMs, this approach is very convenient and time‐saving. Our work emphasizes the application of a cancer‐modeling strategy with genetically engineered organoids in EC.

This new strategy might be especially important for the function of EC‐associated genes that have been difficult to be established using traditional methods. High‐throughput sequencing analysis for EC patient samples has demonstrated that phosphatidylinositol 3‐kinase (PI3K) pathway aberrations occur in more than 80% of endometrioid endometrial cancers.^[^ ^6^, ^8^ ^]^ Of particular interest, coordinate mutations of multiple PI3K pathway members are more common than predicted by chance, particularly since *PTEN* mutations frequently coexisted with *PIK3CA* or *PIK3R1*.^[^ ^10^ ^]^ However, despite the clinical data on coordinate mutations of these genes, there have been no genetics‐defined, primary, and orthotopic EC models available previously to study the mechanism. In this study, we applied a new strategy to create a series of EC OPCMs, including *Pten* mutation alone (TPM), *Pten* and *Pik3ca* co‐mutation (TPMCa) as well as *Pten* and *Pik3r1* co‐mutation (TPMR1) in the background of *Trp53* loss and *Myc* overexpression. We observed that in the premalignant stages, TPMR1 grew significantly faster, while TPMCa grew slower than TPM organoids. Furthermore, we found that in the malignant stages, the co‐mutation of *Pik3r1* or *Pik3ca* with *Pten* promoted EC tumorigenesis and shortened the survival time in mice. Importantly, TPMCa and TPMR1 tumors exhibited pathological features of endometrioid adenocarcinoma distinct from those of TPM tumors, mimicking the histological and molecular characteristics of human EC. Thus, we confirmed the function of *Pik3ca* and *Pik3r1* in EC. Our work provides experimental evidence for the frequent co‐mutation of *Pik3ca* or *Pik3r1* with *Pten*. Furthermore, this strategy provides a platform for testing the potential functions of the numerous other EC‐associated mutations in these models.

There are few treatment options available for patients with advanced or recurrent endometrial cancer, resulting in a poor prognosis.^[^ ^34^ ^]^ Recent advancements in genetic diversity and molecular classifications of this disease have created the potential to improve molecular‐targeted therapies and precision medicine. Fortunately, progress in EC patient‐derived organoid culture suggests a new opportunity to generate a precise drug screening and discovery tool. Although EC patient‐derived organoids fully recapitulate the molecular and pathological features, the establishment efficiency of ECOs depends heavily on the starting material. A previous study has shown that the success of the optimized conditions was only 40%, thereby limiting the application of patient‐derived organoids.^[^ ^35^ ^]^ In this study, we constructed a new drug screening pipeline with driver‐defined tumor organoids that exhibit genomic mutation‐specific drug responses. As an example, we performed a primary screening with 56 small molecule compounds on the four ECOs. To further test the in vitro inhibitory effects of drugs on these ECOs, we selected some candidate drugs and performed a second screening and validation experiment. In order to achieve rapid and high‐throughput drug screening, only one well was allocated for each drug at the concentration of 10 µM in the primary screening process, without any replicates being established. Therefore, the primary screening results may display a certain degree of irreproducibility. However, the results obtained from the validation experiments more accurately reflect the real‐world circumstances. Our screening and validation experiments revealed that TPK‐driven‐ESCC organoids displayed high resistance to most drugs, while dacomitinib significantly inhibited the growth of TPK ECOs. Notably, dacomitinib has been found to be effective against chemotherapy‐resistant HER2/neu gene‐amplified uterine serous carcinoma,^[^ ^36^ ^]^ but there are no more studies on dacomitinib and endometrial cancer. Further clinical trials testing these compounds in endometrial cancer patients would provide new insights. The strategy of the present study opens the possibility to test the novel drugs on driver‐defined ECOs in vitro, potentially yielding precise therapeutics for the treatment of this disease.

## 4 Experimental Section

### Mice

Mice were housed in a specific pathogen‐free animal facility at Sichuan University with autoclaved food, bedding, and water. All mouse experiments were performed in compliance with the Guide for the Care and Use of Laboratory Animals of Sichuan University and approved by the Animal Care and Use Committee of Sichuan University (approval number: 2021995A). CAG‐Cas9‐EGFP mice were purchased from Jackson Laboratories (Cat# JAX:026179, RRID: IMSR_JAX:026179) (female, 8–10 weeks old, ≈20 g weight). BALB/cA‐nu Mice (female, 8 weeks old, ≈20 g weight) used in the experiments were purchased from Beijing HuaFukang Biological Technology Co. Ltd.

### Cell Culture

HEK 293T cells (CRL‐1573) from ATCC were taken and cultured in DMEM containing 10% (vol/vol) fetal bovine serum and penicillin (100 U ml^−1^)/streptomycin (0.1 mg ml^−1^), placed at 37 °C, 5% CO_2_ cell incubator. The HEK 293T cell line was routinely tested for mycoplasma using PCR.

### Mouse Organoid Culture

The mouse uterus was removed and the mouse uterus body was separated and cut into 5 mm^3^ pieces. Samples were incubated with digestion buffer containing 1.0 mg ml^−1^ collagenase I (Gibco, 17100‐017) and 0.5 mg ml^−1^ collagenase IV (Gibco, 17104‐019) in DMEM/F12 (Gibco, C11330500BT) at 37 °C for 30 min. The mixture was filtered through a 100 µm cell strainer (JET BIOFIL, CSS‐013‐100) to obtain cell suspension, then centrifuged at 400× g for 5 min, and washed once with DMEM/F12. Cells were resuspended in ice‐cold Matrigel (BD, 354230) at a ratio of 1:20 (vol: vol), and 30 µl of the mixture was added to the bottom of 48 well plates to form a hemispherical shape. After solidification, 150 µl organoid expansion medium (ExM) was added to each well. The ExM was as follows: DMEM/F12 medium was supplemented with 2 mM GlutaMAX (Gibco, 35050079), 1× N2 supplement (Gibco, 17502001), 1× B27 supplement (Gibco, 17502001), 10 mM nicotinamide (Sigma, N0636), 1 mM N‐acetylcysteine (Sigma, A0737), 50 ng ml^−1^ human epidermal growth factor (PEPROTECH, 900‐M05), 100 ng mL^−1^ fibroblast growth factor‐10 (PerpoTech, 400–29A), 500 nM A83‐01 (Sellect, S7692), 10 µM Y27632 (Sellect, S6390), 100ng ml^−1^ noggin, and 10% conditioned medium containing Wnt3a (homemade) and R‐spondin (homemade). The medium was changed every 3 days. For passaging, organoids were dissociated using TrypLE Express (Gibco, 12605010) at 37 °C for 15 min. This process disrupted the spherical organoids into single cells which were then embedded in cold Matrigel.

### Human Organoid Culture

Endometrial cancer tissue samples were taken from patients undergoing endometrial cancer resection. The tumor was exfoliated from the specimen and cleaned three times with phosphate‐buffered saline (PBS) and then cut into 5mm^3^ pieces. The digestion and culture methods used were consistent with those described in the section on “mouse organoid culture”. The study was approved by the Ethical Research Committee of the West China Second Hospital (2017SZ0064). All experiments carried out with the full, informed consent of the subjects.

### Organoid Orthotopic Transplantation

Endometrial organoids were digested in TrypLE at 37 °C, then centrifuged to remove the supernatant and resuspended in Matrigel. After induction of anesthesia, the mice were incised at 0.8 cm on the lateral side of the abdomen, and the left uterus was clipped with tweezers. Then, 300000 cells were injected into the left uterus at a volume of 0.015 ml.

### Plasmid Constructs

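The Trp53 and Pik3r1 sgRNA sequences of Table S1 were placed on GRCm38, the mm10 assembly, through the GENCODE M21 transcripts. Each is 19 bases long, matches 1 site in its gene on the strand given here, and matches 0 transcripts of other genes exactly. The Trp53 sgRNA, GTGAAGCCCTCCGAGTGTC, lies on chromosome 11 from 69587439 to 69587457 on the plus strand, in exon 4 of a transcript with 11 exons and within its coding sequence. The Pik3r1 sgRNA, TTGGCTACAGTAGTGGGCT, lies on chromosome 13 from 101690544 to 101690562 on the plus strand, opposite to the gene, in exon 8 of a transcript with 16 exons and exon 2 of one with 10 exons, within the coding sequence of both. The 3 bases that follow each site on its strand have the NGG form of the Cas9 motif. The search covered transcripts only, so sites elsewhere in the genome were not examined.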

Gene‐specific sgRNA oligos were cloned into the lentiviral vector V2TC, which bicistronically expresses sgRNAs and mCherry. sgRNAs (Table S1, Supporting information) were designed using CRISPR Design Tool (http://crispr.mit.edu/). The plasmids for expression of *Myc*, *Kras* G12D, and *Pik3ca* E545K were constructed into retroviral constructs including MSCV – *Myc*/*Kras* G12D/*Pik3ca* E545K – IRES – Luci2.

### Gene Editing and Efficiency Testing

After organoid dissociation into single cells with TrypLE, cells were resuspended with viral supernatant supplemented with 1: 1000 (v/v) polybrene in a 24‐well plate, centrifuged at 800 g for 1 h, and then incubated at 37 °C for 2 h. The solution was collected and centrifuged at 400 g for 5 min. The cells were resuspended in ice‐cold Matrigel and seeded in 48‐well plates for continued culturing. To validate the targeted mutations, genomic DNA was isolated from infected organoids, and the T7E1 (Vazyme, EN303‐01) assay was performed. Primer sequences were used to amplify mouse *Trp53*, *Pten* and *Pik3r1* are listed in Table S2, Supporting information. To compare the number and diameter of TPM, TPMR1, and TPMCa organoids after infection. In these three groups, the number of starting normal organoids was consistent, and the titers and volumes of virus used for infection were balanced.

### Bioluminescence Imaging

After being transplanted orthotopically with organoids, mice were periodically imaged to detect the luciferase fluorescence signal intensity with the IVIS Spectrum in vivo imaging system (PerkinElmer). The mice were anesthetized with isoflurane after 250 µl of 15mg ml^−1^ D‐luciferin, sodium salt (Bio Vision, #7903‐1G) in PBS intraperitoneally injected. 5 min later, the mice were placed into the instrument and imaging began.

### Western Blotting Analysis and Antibodies

Whole organoid lysates were extracted in RIPA buffer (Beyotime, Cat# P0013) supplemented with protease inhibitors (Beyotime, Cat# P1045). Then, lysate proteins were separated by 12% SDS‐PAGE gels and then transferred to PVDF membranes. Western blotting was performed using antibodies against PTEN (cell signaling, 9559 s) and MYC (Abcam, ab32072). Primary antibodies were applied at 1:1000 dilution in 5% non‐fatty milk in TBST and incubated overnight at 4 °C. HRP‐conjugated secondary antibodies were applied at 1:10 000 dilution. Images were developed by NCM ECL Ultra Reagent (NCM biotech).

### H&E and IHC Staining

Fresh tumor tissues were fixed in 4% PFA, dehydrated, embedded in paraffin, and cut into 5‐µm ‐thick sections. The sections were stained with hematoxylin for 1 min to identify the cell nucleus and eosin for 30 s to identify the cytoplasm. Finally, the sheets were dehydrated and sealed.

For immunohistochemistry, the sections were dewaxed, hydrated, and repaired in a microwave oven using 10 mM sodium citrate buffer. After the repair liquid was cooled, the film was placed in 3% Triton‐100 solution for 20 min for drilling. After drilling, the cell was washed with PBS three times, and endogenous peroxidase was removed. After blocking with 2% goat serum for 1 h at room temperature, the corresponding antibodies were added dropwise and incubated at 4 °C overnight. The following antibodies were used: estrogen receptor (Invitrogen, MA1‐80216), progesterone receptor (Abcam, ab101688), p63 (Abcam, ab735), cytokeratin 7 (Abcam, ab180598), KI67 (Abcam, ab16667), PTEN (Cell Signaling, 9559s), p53 (Proteintech, 10442‐1‐AP), MYC (Abcam, ab32072), PIK3CA (Abclonal, A0265), and PIK3R1 (HUABIO, ER64588). After washing three times with PBS, the reaction enhancement solution was added and incubated for 20 min, followed by washing with PBS three times, adding the secondary antibody, and incubating for 1 h at room temperature. DAB was used for signal detection (ZSGB‐BIO, ZLI‐9018), followed by staining with hematoxylin for 10 s and rinsing with water for 1 min. The sections were blocked with a Permount mounting medium. The stained images were scanned using a panoramic MIDI (3DHISTECH). Immunoreactivity was assessed using the following scoring approach: −, no immunoreactivity; +, moderate incomplete staining within > 10% of tumor cells or complete staining within ≤ 10% of tumor cells; ++, strong complete staining within > 50% of tumor cells.

### In Vitro Treatment

Endometrial cancer organoids were subjected to chemotherapy drugs and FDA Compound Library (Selleck). Drugs (Table S3, Supporting information) related to E&H, protein tyrosine kinase, and PI3K/Akt/mTOR pathways were selected. To assess drug response, 3000 single cells were cultured in a 96‐well plate embedded in 10 µl Matrigel. In the primary screening, each inhibitor was added to a well at a concentration of 10 µM after 24 h. Three days after treatment, the surviving organoids were quantified by Cell Counting Kit‐8 (MCE, HY‐K0301). The inhibition score for each drug was determined by comparing them to vehicle‐treated wells. In the second screening, the candidates were added into three replicate wells at a concentration of 10 µM. For validation, they were added at various concentrations (0, 0.156, 0.625, 2.5, 10, 40, and 160 µM) and the cell viability was measured after 72 h. The vehicle (DMSO; Sigma Aldrich, D8418) was used as a negative control.

### RNA‐Seq Analyses

Approximately 2 months after orthotopic (TPM, TPMCa, TPMR1, and TPK) transplantation, the mice were sacrificed to obtain their tumor tissue. Total RNA was extracted using TRIzol reagent (Applied Biosystems, 15596026) following the manufacturer's instructions. The bulk RNA‐seq data of the EC mouse models were sequenced using Illumina NovaSeq 6000 with 150‐bp paired‐end reads. Adapter, poly‐N, and low‐quality reads of raw sequencing data were removed by the company for downstream analysis.

Clean RNA‐seq data were aligned to the mm10 reference using STAR.^[^ ^37^ ^]^ Differential gene expression and transcripts normalization were analyzed using Deseq2.^[^ ^38^ ^]^ Genes with log2Foldchange > 1/←1 and *p*‐value < 0.01 were identified as significantly DEGs in the TPM versus normal analyses. Genes with log2Foldchange > 1/←1 and *p*‐value < 0.05 were identified as significant DEGs in the TPK or TPM versus TPMCA&TPMR1 analyses. Heatmap of DEGs and specific squamous marker genes were normalized by z‐scores and visualized by pheatmap (v1.0.12). DEGs in GO pathway enrichment analysis were performed by clusterProfiler (v3.14.3). GSEA identified significant similarities between two given groups by identifying prior–defined gene sets.^[^ ^39^ ^]^ GSEA was used for pathway enrichment analysis and was used to illustrate that the mouse endometrial organoids we constructed mimic human endometrium in molecular characteristics. The normalized expression of specific genes in the different EC models was visualized using ggpubr (v0.4.0) and ggplot2 (v3.3.5). The mutation sites of *Pik3ca* and *Kras* in the TPMCa and TPK tumors were exhibited using Integrative Genomics Viewer.^[^ ^40^ ^]^

Cell viability analysis of the first and second drug screening in each group was constructed by pheatmap (v1.0.12), and the common and unique response drug analyses in each group (cell viability ≤ 10%) were performed by upsetR.^[^ ^41^ ^]^

The RNA‐seq count data of normal mouse uterus tissue used in the molecular resemblance between the TPM EC mouse model and EC patients were obtained from GEO datasets GSE138103. The RNA‐seq count data of normal organoids of mouse endometrium and other tissues (lung, liver, esophagus, stomach, bladder) used in correlation analysis between normal mouse endometrium organoids and human endometrium were deposited in Table S4, Supporting Information.

RNA‐seq results files of patients with EC were downloaded from the TCGA‐UCEC cohort. GSEA was performed to clarify the similarities of the molecular features between the EC patients and EC mouse models. The OncoPrint and cooperation between the frequently altered genes such as *PTEN*, *TP53*, *MYC*, *PIK3R1*, and *PIK3CA* in EC patients were analyzed using cBioPortal and demonstrated using Vennerable (v3.1.0).^[^ ^42^ ^]^ The stats package was used for Fisher's test analyses of PIK3CA2 or PIK3R1 mutation events in EC patients. The Kaplan–Meier survival curves of TCGA‐UCEC patients were exhibited using survival (v3.2.7) and statistical powers were calculated by log‐rank test, the gene expression levels were determined using survminer (v0.4.8).^[^ ^43^ ^]^

The gene expression data of human normal endometrium and other normal tissue (lung, liver, esophagus, stomach, bladder) were derived from the paired normal tissue with the sample type of “solid tissue normal” in TCGA (https://www.cancer.gov/tcga). The gene signatures of “HUMAN UTERUS UP/DOWN” were generated by comparing the human normal endometrium to other normal tissues of TCGA, including lung‐LUAD, liver‐LIHC, esophagus‐ESCA, stomach‐STAD, and bladder‐BLCA. Compared with other TCGA normal tissues, the top 200 up‐regulated or down‐regulated significantly DEGs (*p*‐value < 0.05) in human normal endometrium were identified as “HUMAN UTERUS UP/DOWN” gene signatures.

All quantification and visualization of RNA‐seq data were performed on R v.3.6.

### In Vivo Treatment

In vivo experiments were performed on 8‐week‐old female nude mice. 7 × 10^4^ cells were injected in both flanks of nude mice. Tumors were measured with a caliper and treatments were started when the tumors reached a volume of 0.1 cm^3^, after randomization of mice into control and treatment groups. Nintedanib ethanesulfonate salt (50 mg kg^−1^; Selleck, Cat# S5234) was administered by oral gavage three times per week. Control mice were treated with H_2_O only. Tumor volumes were measured before each administration by caliper in subcutaneous models. Mice were sacrificed and analyzed at the indicated time points. After animal sacrifice, tumors were dissected and recorded.

### Statistical Analysis

The organoid diameter assay, tumor measurements, and in vitro treatment were analyzed for statistical significance using two‐sided unpaired parametric Student's *t*‐tests (Prism 8.0, GraphPad software). Statistical significance was denoted as * *p* < 0.05, **p < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. The numbers of independent experiments, samples, or events are indicated in the figure legends. For the in vitro treatment experiments, all samples were randomly assigned to the vehicle or treatment groups. None of the data were excluded from this study.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.C., S.D., and L.Z. contributed equally to this work. J.C., S.D., and L.Z. designed and performed the experiments, analyzed the data, and wrote the manuscript. J.C., S.D., F.N., C.S., Y.Q., Y.Li, M.W., M.Z., and H.P. carried out the experiments. L.Z., Y.P., X.C., X.P., and A.Z. performed bioinformatics analysis. Q.Z., S.Y., Z.L., Y.Liu, S.Z., and Z.L. provided resources and designed experiments. C.C. conceived the project and wrote the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

## Data Availability

All EC RNA‐seq data were deposited in the Gene Expression Omnibus database repository under accession number GSE203121. The EC genomic alteration data were downloaded from cBioPortal (https://genie.cbioportal.org/).

# Supplementary material for: A New Type of Endometrial Cancer Models in Mice Revealing the Functional Roles of Genetic Drivers and Exploring their Susceptibilities
**Source:** Adv Sci (Weinh). 2023 Jun 20;10(24):2300383. doi: 10.1002/advs.202300383
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202300383

A New Type of Endometrial Cancer Models in Mice Revealing the Functional Roles of Genetic Drivers and Exploring their Susceptibilities

*Jingyao Chen, Siqi Dai, Lei Zhao, Yiman Peng, Chongen Sun, Hongling Peng, Qian Zhong, Yuan Quan, Yue Li, Xuelan Chen, Xiangyu Pan, Ailing Zhong, Manli Wang, Mengsha Zhang, Shengyong Yang, You Lu, Zhong Lian, Yu Liu, Shengtao Zhou, Zhengyu Li, Feifei Na\* and Chong Chen\**

## Supplementary Figures

### Supplementary Figure 1, related to Figure 1

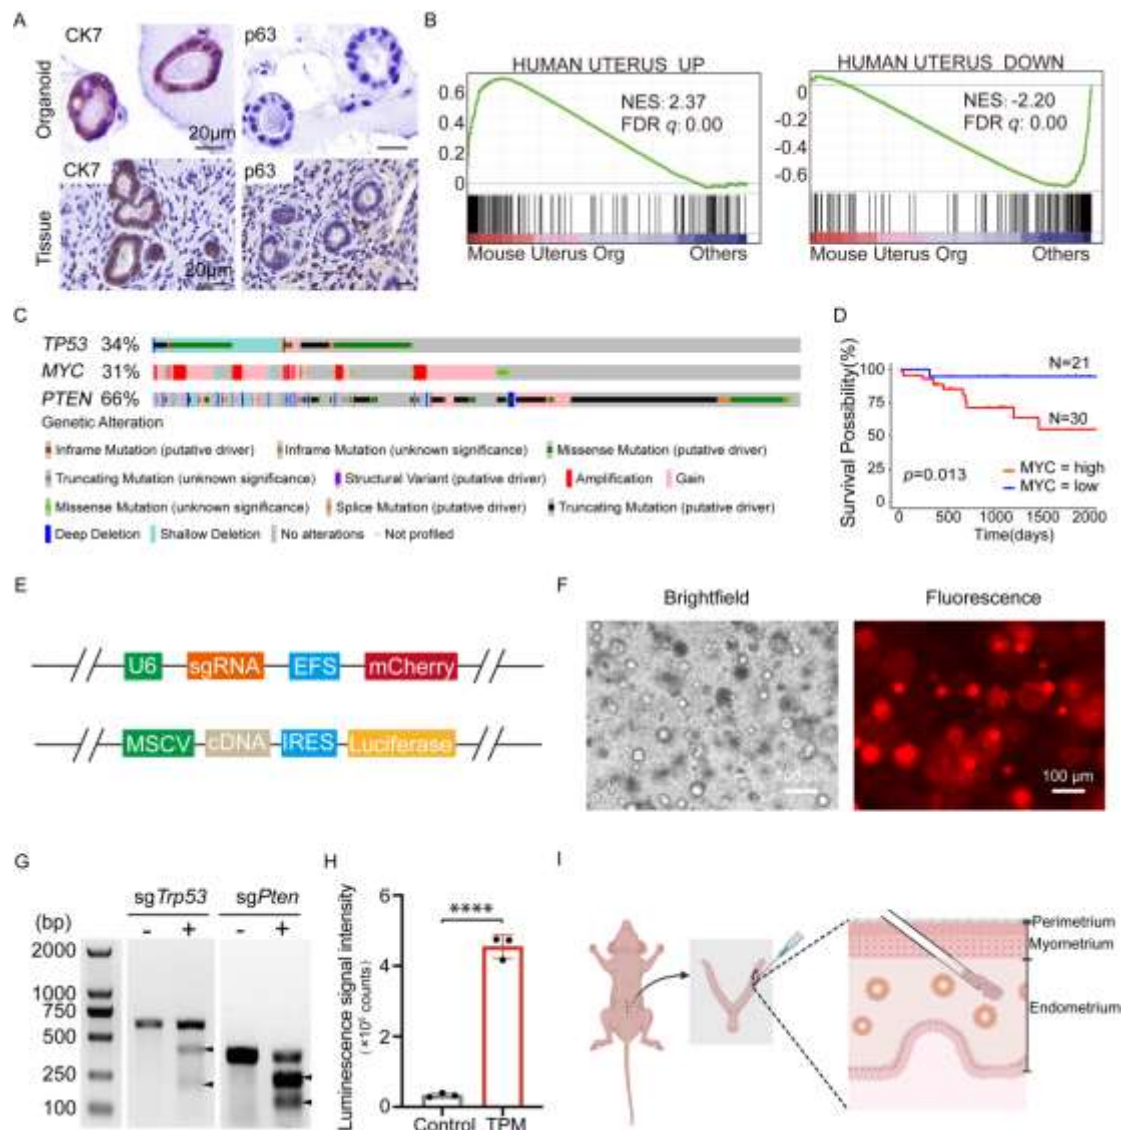

**Supplementary Figure 1. Primary and orthotopic endometrial cancers initiated with genome-editing endometrial organoids in mice.**

- IHC stainings of normal uterus organoids and tissue. Scale bar, 20  $\mu$ m.
- GSEA showing positive enrichment of the HUMAN UTERUS UP (NES= 2.37, FDR  $q$ = 0.00) and negative enrichment of the HUMAN UTERUS DOWN (NES= -2.20, FDR  $q$ = 0.00) in mouse uterus organoids, compared to the organoids of other organs (lung, liver, esophagus, stomach, bladder). NES, normalized enrichment score; FDR, false discovery rate. UP/DOWN gene signatures, top 200 DEGs ( $p$ -value < 0.05) of up-regulated or downregulated in human normal uterus.
- OncoPrint showing the variation frequencies of *TP53*, *MYC* and *PTEN* in 1954 EC samples from the cBioPortal dataset.
- The Kaplan-Meier survival curves of *TP53* and *PTEN* variation patients with high or low expression levels of *MYC* in the TCGA-UCEC cohort. Statistical significance was determined by Log-rank test.

- E. Schematic of sgRNA (top) and *Myc* cDNA (bottom) expression plasmid used in these experiments.
- F. Bright-field and fluorescence images of mouse uterus organoids transduced by viral vectors. Scale bar, 100  $\mu$ m.
- G. T7 endonuclease 1 (T7E1) assays on *Trp53* and *Pten* using infected organoids from F. Cleaved bands were pointed by arrowheads.
- H. Luminescence signal intensity of control and TPM organoids. Data are shown as mean  $\pm$  SD. \*\*\*\*,  $p < 0.0001$ , calculated by two-sided Student's t-test.
- I. Schematic diagram showing the method of detailed orthotopic transplantation.

**Supplementary Figure 2, related to Figure 2**

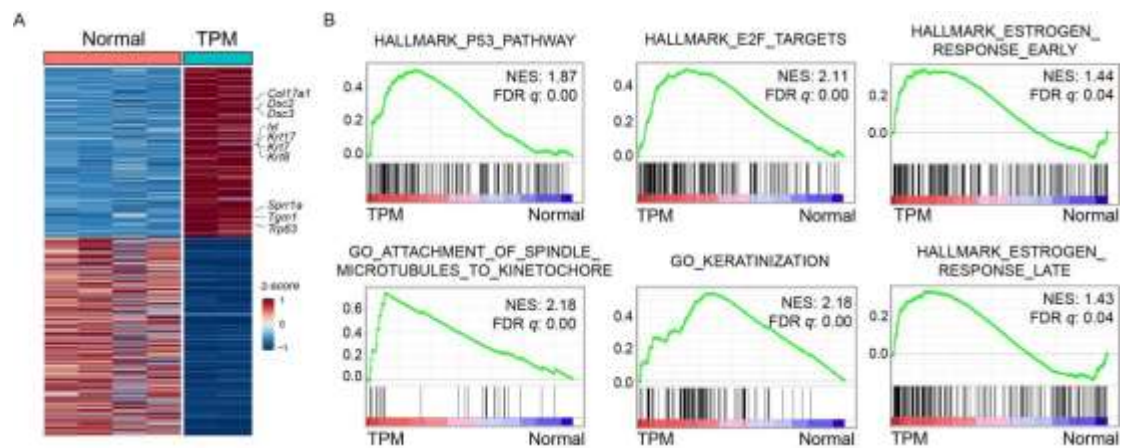

**Supplementary Figure 2. Disruption of *Trp53* and *Pten*, together with *Myc* overexpression generated endometrial adenocarcinoma with squamous differentiation.**

- A. Heatmap showing the significantly upregulated and downregulated genes in the TPM mice tumor tissues compared with normal mice tissues. Squamous and adenoid marker genes were indicated by arrows (Normal: n = 4 mice; TPM: n = 2 mice).
- B. GSEA showing positive enrichments of the HALLMARK\_P53\_PATHWAY (NES= 1.87, FDR  $q$ = 0.00), the HALLMARK\_E2F\_TARGETS (NES= 2.11, FDR  $q$ = 0.00), the HALLMARK\_ESTROGEN\_RESPONSE\_EARLY (NES= 1.44, FDR  $q$ = 0.04), the GO\_ATTACHMENT\_OF\_SPINDLE\_MICROTUBULES\_TO\_KINETOCHORE (NES= 2.18, FDR  $q$ = 0.00), the GO\_KERATINIZATION (NES= 2.18, FDR  $q$ = 0.00) and the HALLMARK\_ESTROGEN\_RESPONSE\_LATE (NES= 1.43, FDR  $q$ = 0.04) signatures in the TPM mice tumor tissues compared with normal mice tissues.

**Supplementary Figure 3, related to Figure 3**

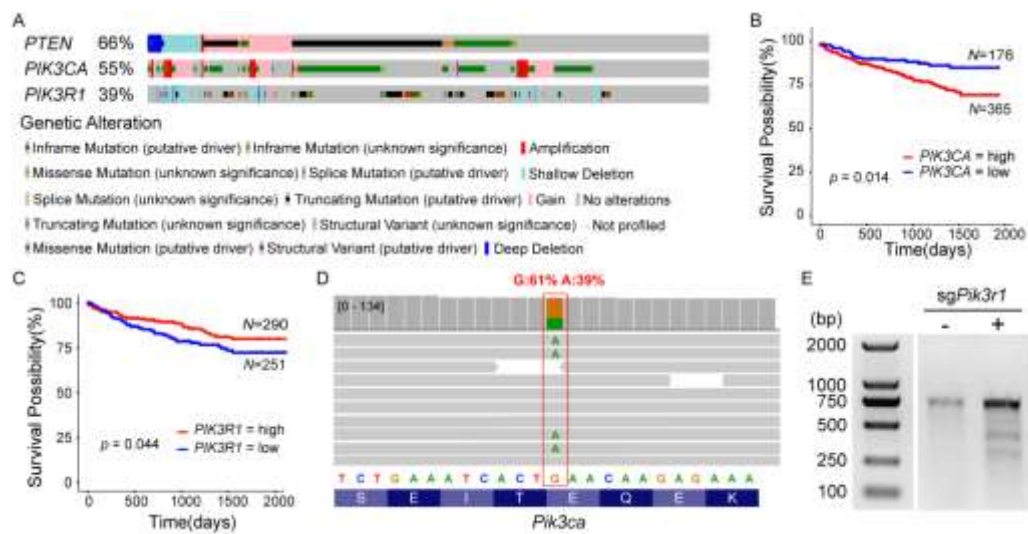

**Supplementary Figure 3. *Pik3ca* and *Pik3r1* mutations accelerated the progression of TPM tumors.**

- OncoPrint showing the variation frequencies of *PTEN*, *PIK3CA* and *PIK3R1* in 1954 EC samples from the cBioPortal dataset.
- The Kaplan-Meier survival curves of patients with high or low expression levels of *PIK3CA* in the TCGA-UCEC cohort. Statistical significance was determined by Log-rank test.
- The Kaplan-Meier survival curves of patients with high or low expression levels of *PIK3R1* in the TCGA-UCEC cohort. Statistical significance was determined by Log-rank test.
- Integrative Genomics Viewer exhibiting the mutation site of *Pik3ca* in the TPMCa tumor.
- T7 endonuclease 1 (T7E1) assays on *Pik3r1* using the infected organoids.

Supplementary Figure 4, related to Figure 4

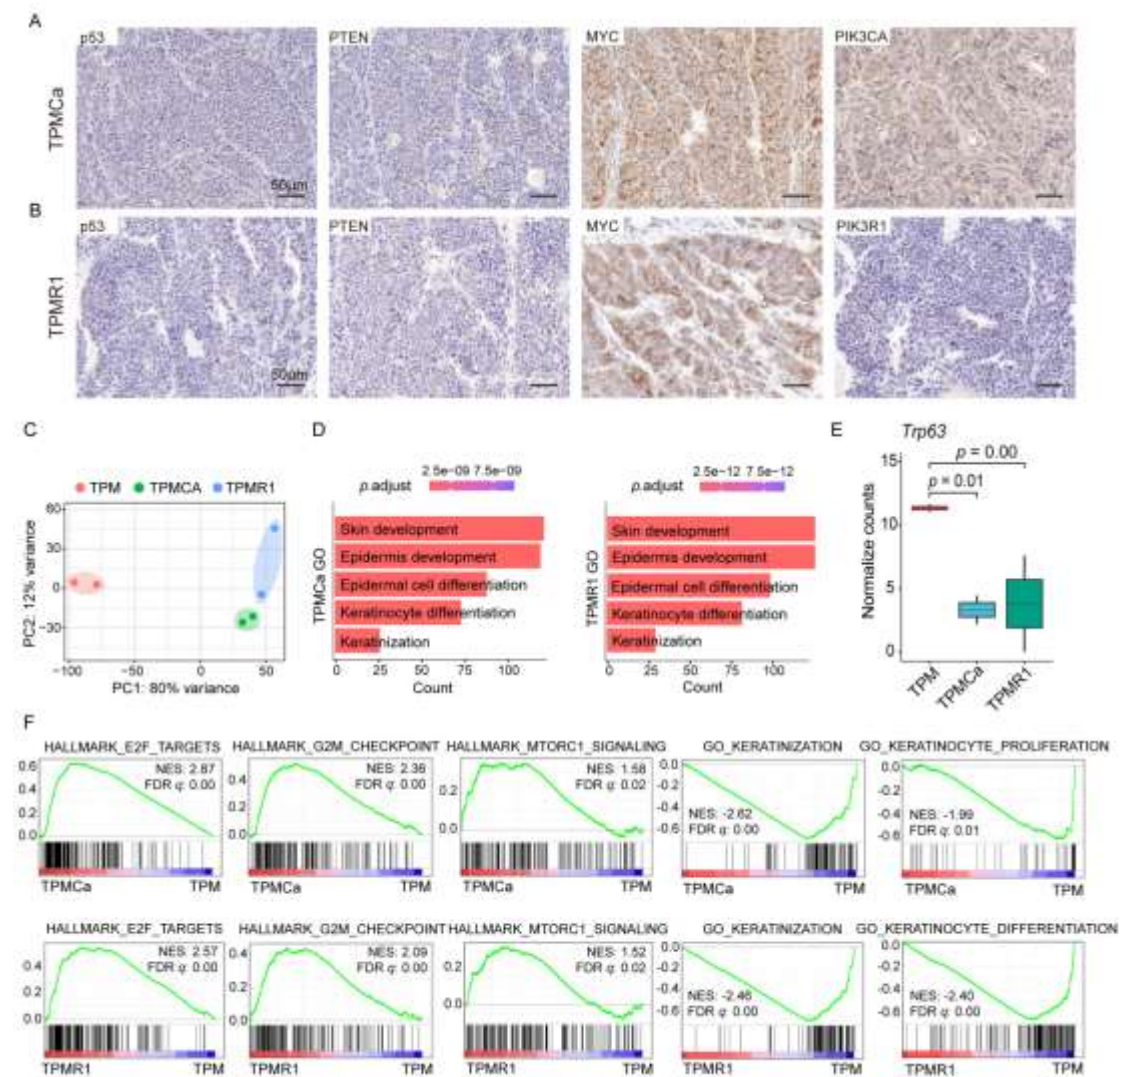

Supplementary Figure 4. *Pik3ca* and *Pik3r1* mutations were dominant in the endometrial adenocarcinoma.

- Representative pictures showing IHC stainings of p53, PTEN, MYC and PIK3CA in TPMCa tumor. Scale bar, 50  $\mu$ m.
- Representative pictures showing IHC stainings of p53, PTEN, MYC and PIK3R1 in TPMR1 tumor. Scale bar, 50  $\mu$ m.
- The dot plot showing principal component analysis result of RNA-seq data from the TPM, TPMCa and TPMR1 tumors.
- Gene Ontology enrichment plot of the downregulated genes in the TPMCa and TPMR1 mice tumor tissues compared to the TPM mice tumor tissues.
- Box plot showing the expression level of *Trp63* in tumor tissues of the TPM, TPMCa, and TPMR1 mice.
- GSEA showing the enrichments of the HALLMARK\_E2F\_TARGETS (TPMCa: NES= 2.87, FDR  $q$ = 0.00; TPMR1: NES= 2.57, FDR  $q$ = 0.00), the HALLMARK\_G2M\_CHECKPOINT (TPMCa: NES= 2.36, FDR  $q$ = 0.00; TPMR1: NES= 2.09, FDR  $q$ = 0.00), the HALLMARK\_MTORC1\_SIGNALING (TPMCa: NES= 1.58, FDR  $q$ = 0.02; TPMR1: NES=

1.52, FDR  $q= 0.02$ ), the GO\_KERATINIZATION (TPMCa: NES= -2.62, FDR  $q= 0.00$ ; TPMR1: NES= -2.46, FDR  $q= 0.00$ ), the GO\_KERATINOCYTE\_PROLIFERATION (TPMCa: NES= -1.99, FDR  $q= 0.01$ ) and the GO\_KERATINOCYTE\_DIFFERENTIATION (TPMR1: NES= -2.40, FDR  $q= 0.00$ ) pathways in the TPMCa or TPMR1 mice tumor tissues compared with the TPM mice tumor tissues.

Supplementary Figure 5, related to Figure 5

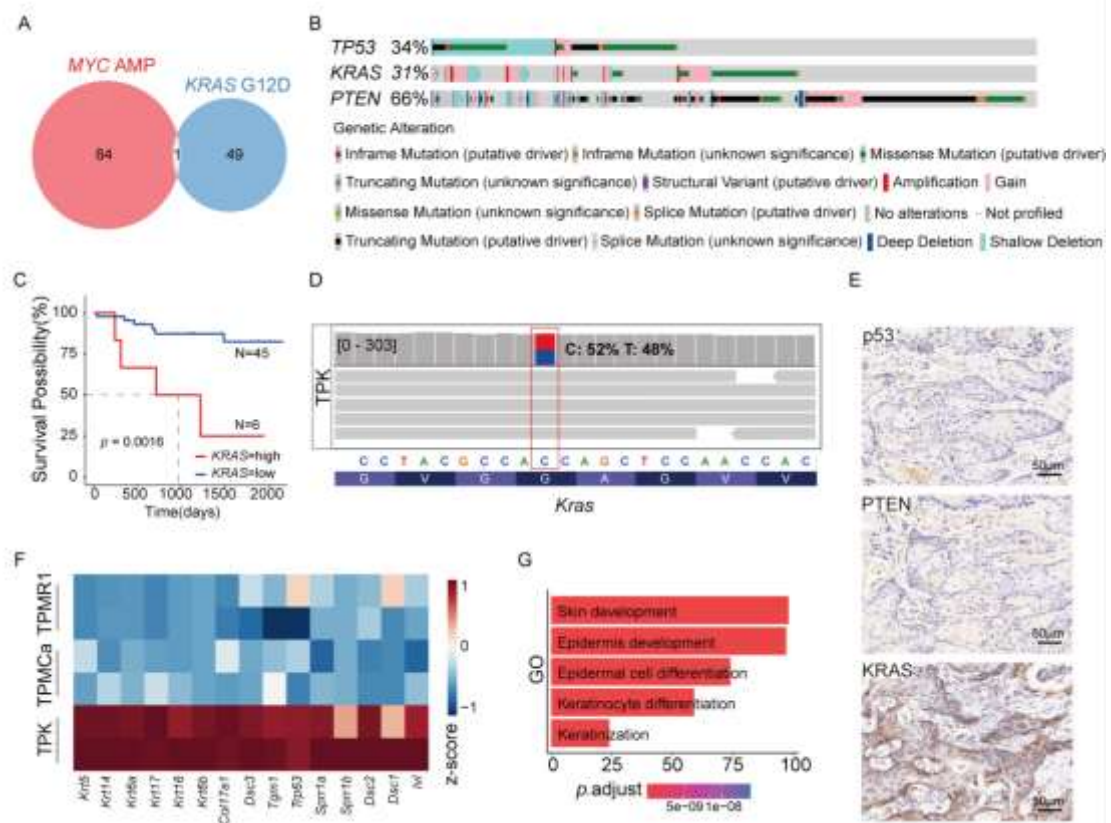

Supplementary Figure 5. *Kras* G12D mutation led to endometrial squamous cell carcinoma in mice.

- Venn diagram showing the intersection of the human EC patients with *MYC* amplification and *KRAS* G12D mutation. EC patients data were analyzed from the cBioPortal dataset.
- OncoPrint showing the variation frequencies of *TP53*, *KRAS* and *PTEN* in 1954 EC samples from the cBioPortal dataset.
- The Kaplan-Meier survival curves of *TP53* and *PTEN* variation patients with high or low expression levels of *KRAS* in the TCGA-UCEC cohort. Statistical significance was determined by Log-rank test.
- Integrative Genomics Viewer exhibiting the mutation site of *Kras* in the TPK tumor.
- Representative pictures showing IHC stainings of p53, PTEN and KRAS in TPK tumor. Scale bar, 50  $\mu$ m.
- Heatmap showing the expression levels of squamous marker genes between the TPK, TPMCa and TPMR1 mice tumor tissues. (TPK: n = 2 mice; TPMCa: n = 2 mice; TPMR1: n = 2 mice).
- Gene Ontology enrichment plot of the upregulated genes in the TPK mice tumor tissues compared to the TPMCa and TPMR1 mice tumor tissues.

Supplementary Figure 6, related to Figure 6

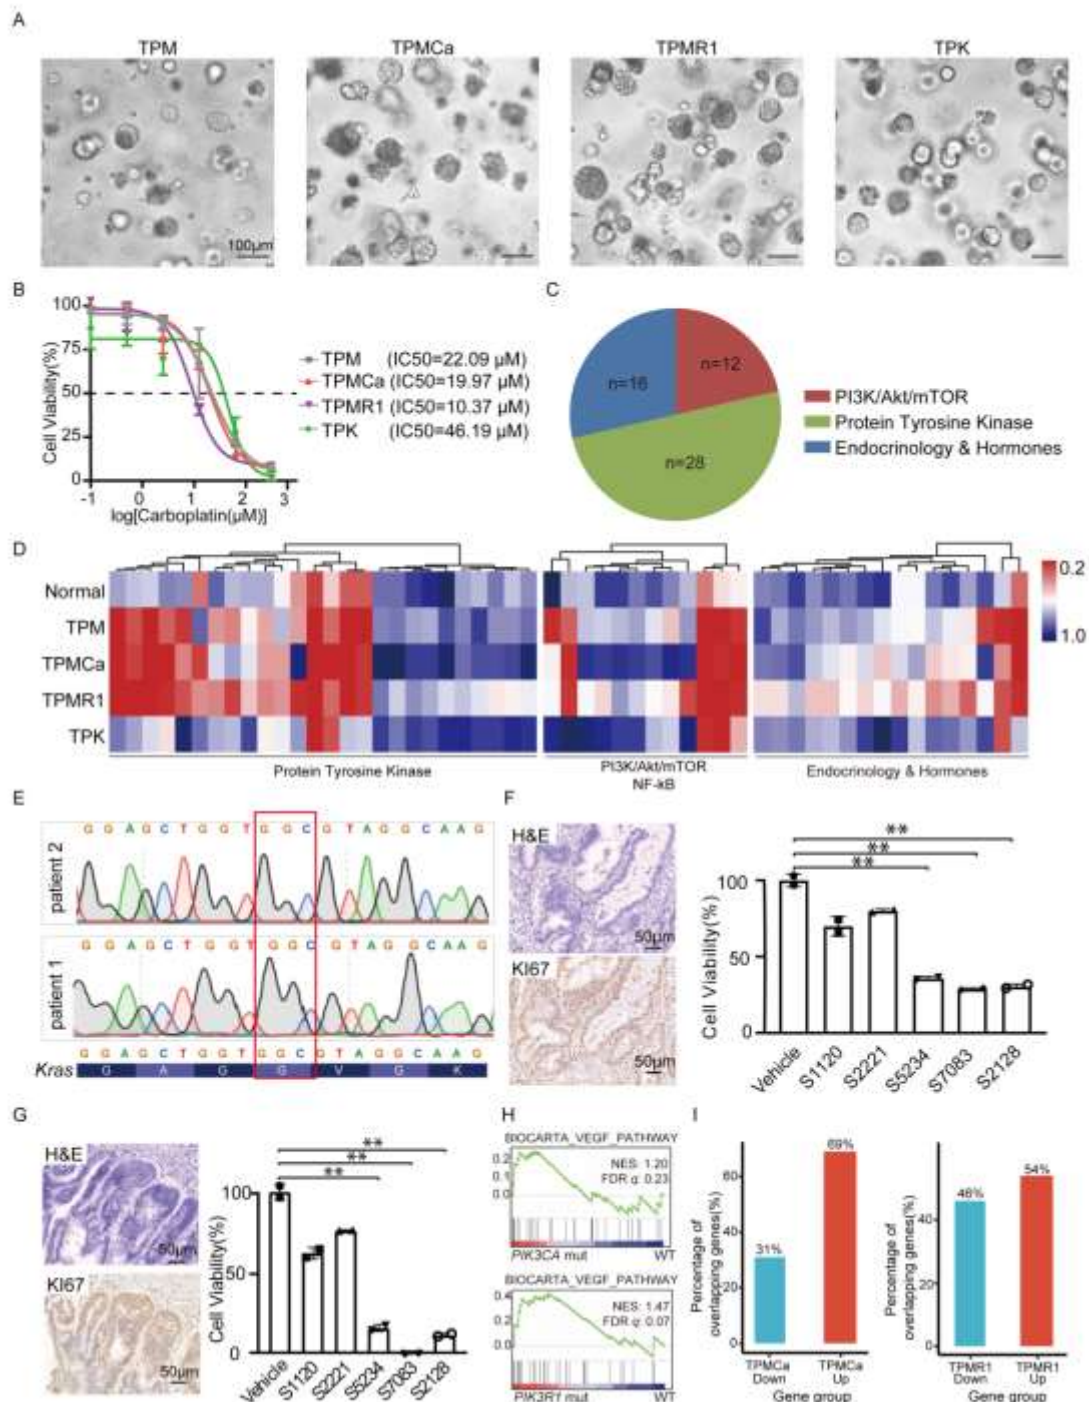

Supplementary Figure 6. Precision EC models for drug screening

- Bright-field images of the TPM, TPMCa, TPMR1, and TPK EC organoids. Scale bar, 100µm.
- Drug dose-response curve showing cell viability of the TPM, TPMCa, TPMR1, and TPK EC organoids in response to the treatment of carboplatin. IC50 was shown. n = 3.
- Statistics of targeted pathways for drug screening.
- Heatmap showing the relative survival of EC organoids treated with 56 drugs from the FDA drug library at concentrations of 10 µM. The numbers in the color block indicated the cell viability.

- E. Gene sequencing peak map of *KRAS* in patient 1 and patient 2 with EC. The box indicates the the 12th amino acid and its codon in *KRAS* gene.
- F. H&E (top) and IHC (bottom) staining of KI67 in patient 1 tumor. Scale bar, 50  $\mu$ m (left). Cell viability of patient 1-derived organoids treated with S1120, S2221, S5234, S7083 and S2128, comparing to those of vehicle. Data shows the means  $\pm$  SD.  $**p < 0.01$  (right).
- G. H&E (top) and IHC (bottom) staining of KI67 in patient 2 tumor. Scale bar, 50  $\mu$ m (left). Cell viability of patient 2-derived organoids treated with S1120, S2221, S5234, S7083 and S2128, comparing to those of vehicle. Data shows the means  $\pm$  SD.  $**p < 0.01$  (right).
- H. GSEA showing the enrichments of the BIOCARTA\_VEGF\_PATHWAY in human EC with *PIK3CA/PIK3RI* mutation (NES=1.20, FDR  $q=0.23$ ; NES=1.47, FDR  $q=0.07$ ) compared with WT.
- I. Bar plot showing the proportion of BIOCARTA\_VEGF\_PATHWAY genes in the TPMCa/R1 mice compared with TPM ( $|\log_2\text{FoldChange}| > 0$ ).

How the deposited data were processed for this re-analysis (not part of the article)

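Bulk RNA libraries of 4 mouse models of endometrial cancer, TPM, TPMCa, TPMR1 and TPK, were analyzed, with 2 libraries per model. The model and replicate of each library were taken from the sample labels. The labels call TPM by a slightly longer name in the column headings and describe organoids, whereas the paper's methods describe tumor tissue taken about 2 months after transplantation. The counts were made by the authors, who had reads trimmed by the sequencing company and aligned them to mm10 with STAR, and are whole numbers of reads for each of 24419 gene symbols. The counter and its annotation are not named in the paper's text. A table of signal values was also made by the authors, by dividing the counts of each library by one size factor from DESeq2. The authors' size factors were between 0.976 and 0.988 times the recomputed ones. Of the gene symbols, 25 had been turned into dates and 4109 genes had 0 counts in every library. The counts were used for every result, and the normalized table only for this check and for the scale of Trp63.

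Total counts per library lay between 15748396 and 26943611. With a floor of 3 counts, the lowest detectable level lay between 0.116 and 0.198 CPM, which covers counting error only. Mitochondrial genes held 0% of the counts in the table, and the 20 most abundant genes took between 5.93 and 9.21% of a library. The counts were normalized by the TMM method of edgeR 4.0.16 and genes with low counts were removed by its filterByExpr function, which left 15875 genes. One quasi-likelihood fit with a term for the model covered all 8 libraries, with a common dispersion of 0.269, and p-values were adjusted by the Benjamini-Hochberg method. The paper names DESeq2 and thresholds of an unadjusted p under 0.05 and a log2 fold change beyond 1 for these models. Counts at these thresholds are given beside those at an adjusted p under 0.05, with p from edgeR unless DESeq2 is named. The comparisons were TPMCa against TPM, TPMR1 against TPM, TPM against the mean of TPMCa and TPMR1, TPK against that mean, TPK against the mean of the other models, and TPMR1 against TPMCa. Log2 CPM values used a prior count of 2. A fold against a group whose libraries all had 3 counts or fewer is given as a lower bound against 3 counts in each library. With 2 libraries per model, a permutation test of a single gene could not reach a p under 0.05, so no such test was run. Principal components were computed from counts transformed by DESeq2 1.42.0, with the 500 most variable genes. The work was done in R 4.3.3 with limma 3.58.1 and fgsea 1.28.0.

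Lists of genes stood in for the gene sets of the paper, which were not used here. They were 15 squamous genes labeled in the paper's figures, 107 keratinization genes, 29 keratinocyte proliferation genes, 43 S phase and 54 G2/M phase genes, 99 mTORC1-responsive genes, 83 EGFR signaling genes, 29 VEGF pathway genes and 25 ERK output genes. Each was tested with camera from limma at an inter-gene correlation of 0.01, and 19 list tests were adjusted together. Lists of marker genes of fibroblasts, endothelial cells, smooth muscle, macrophages, neutrophils, erythrocytes and general epithelium were written before the data were examined. Another 11 lists were written after the main tables had been looked at: steroid synthesis, adrenal cortex, ovarian granulosa and luteal cells, ovarian and testicular interstitial cells, uterine stroma and mesothelium, mesenchymal transition, skeletal muscle, adipocytes, T and B lymphocytes, Y chromosome genes and uterine gland. The genes named in the text are those the paper names, those of the lists, and for each comparison the 3 with the largest change in each direction among genes with an adjusted p under 0.05 from edgeR, a mean log2 CPM of at least 3 and no overlap between the groups. The other lists, the comparisons, the tests of the main results and the rule for named genes were set then too, as were the alternatives apart from the Reactome gene sets.

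Alternatives changed one choice at a time: the Wald test of DESeq2, the size factors of DESeq2 within edgeR, library size alone, other filters on low counts, a fit of only the models compared, a term for the replicate number, pooled models as one group, 3 other set tests, lists without the engineered genes or Trp63, other settings of the principal components and leaving out each library in turn. Gene sets of Reactome were added as an alternative after the data had been seen. On simulated counts with the spread of these libraries and 200 changed genes, edgeR called 60.5% of the changed genes, 16.4% of those changed 4-fold, 70.1% of those changed 16-fold and 95.5% of those changed 64-fold, with 7 of the unchanged genes called. DESeq2 called 79.5% of the changed genes and 95 unchanged genes. The Trp53 and Pik3r1 sgRNA sequences of Table S1 were placed on GRCm38 with the GENCODE M21 annotation. Results on some of the engineered genes are not reported here. The comparison of TPM with normal endometrium, the human cohorts, the drug screens and the stainings were not analysed here.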

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

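The tests in this part were chosen only after the results were seen, apart from that of organoid material, which was set before. The epithelial, fibroblast, endothelial, smooth muscle, macrophage and neutrophil lists were written before the data were examined. The uterine gland, steroid synthesis, adrenal cortex, mesenchymal transition and lymphocyte lists were written after the main tables had been looked at. The results stood out in lists of marker genes: of 32 comparisons of marker lists with TPM, 11 passed an adjusted p under 0.05 with camera from limma.

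General epithelial genes were far lower in TPMCa and TPMR1 than in TPM. The median log2 fold change of Epcam, Cdh1, Krt7, Krt8, Krt18 and Krt19, 0 of them in another list, was -6.22 in TPMCa and -8.32 in TPMR1 (camera from limma, adjusted p = 4.30e-07 and 8.82e-08), and all 6 were lower in both models. Of 13 uterine gland genes, 1 of them in another list, 12 were lower in TPMCa and 13 in TPMR1, with a median of -5.85 in TPMCa and -7.69 in TPMR1 (camera from limma, adjusted p = 2.47e-07 and 2.41e-09), or -5.56 and -5.89 with genes at the floor set to their bound. Pax8 was at 26.4 and 12.3 CPM in the TPM libraries and at or below 0.317 CPM in the 4 TPMCa and TPMR1 libraries. The tables argue against library size, since total counts differed 1.71-fold at most and the epithelial median was -6.24 in TPMCa and -8.25 in TPMR1 with libraries scaled by size alone, and against a few genes taking the counts, since the 20 most abundant genes took 9.21% of a library at most. Dilution by the other cells of a tumor in unchanged proportions would raise their markers alike. In TPMCa the endothelial median exceeded the smooth muscle median by 3.93, and in TPMR1 it exceeded the macrophage median by 1.94, beyond the ranges found when each library was left out. These pairs were picked, among fibroblast, endothelial, smooth muscle and macrophage lists, as ones whose ranges did not meet. Pairs picked in this way cannot exclude such dilution, which stays open. In TPMR1 neither the endothelial nor the macrophage list passed the threshold (camera from limma, adjusted p = 0.356 and 0.494). Tissue without the Myc vector in place of tumor cells, or mixed with them, stays open. The lowest level of Myc in TPMCa and TPMR1 was 2.11 times the highest level in TPK, and Myc differed 1.65-fold between the TPK libraries, but the level of Myc in other tissue without the vector was not measured. Pik3ca, introduced as cDNA in TPMCa, did not pass the threshold there against TPM, and Myc varied widely between the TPMCa libraries. Counts do not separate a cDNA from the endogenous gene, so these levels do not decide the question.

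A change of the tumor cells towards a mesenchymal state cannot be told apart from a larger share of stromal cells. The mesenchymal transition list of 14 genes, 1 of them in another list, had a median log2 fold change of 1.62 in TPMCa (camera from limma, adjusted p = 0.00257) and 0.81 in TPMR1 (camera from limma, adjusted p = 0.494), and stromal cells express the same genes. In TPMR1 it ran from -1.14 to 1.57 as each library was left out. Vim was at 2592 and 2287 CPM in TPMCa, 261 and 1692 CPM in TPMR1, and 344 and 176 CPM in TPM. An effect of the Pik3ca and Pik3r1 alterations on epithelial identity, a sampled piece with few tumor cells, and a mislabelled sample all stay open and were not tested. The paper describes glandular structures in the histology of TPMCa and TPMR1 tumors, and whether the sequenced material held them is not known.

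Steroid synthesis genes were higher in TPMR1. The median log2 fold change of 18 such genes, 5 of them in another list, was 3.76 against TPM (camera from limma, adjusted p = 3.99e-05) and 4.32 against TPMCa, a direct comparison (camera from limma, unadjusted p = 9.19e-08), while in TPMCa it was -0.004 against TPM. Of these genes, 17 were higher in replicate 1 than in replicate 2 of TPMR1. Cyp11a1 was at 3768 and 182 CPM in the TPMR1 libraries, Nr5a1 at 753 and 148 CPM, and Cyp21a1 at 2274 CPM in replicate 1 and 0 in replicate 2. As each library was left out, the median ran from 0.797 to 4.59. Replicate 1 of TPMR1 had 1.62 times the counts of replicate 2, but the median was 3.68 with libraries scaled by size alone. Adrenal cortex genes were higher too, with a median of 6.93 over 8 tested genes, 2 of the list in another list (camera from limma, adjusted p = 0.00575), or 6.72 at their bounds, and it ran from 1.65 to 7.904 as each library was left out. RNA of adrenal cortex as the source is argued against by Cyp11b1, Cyp11b2, Mc2r and Agtr1b, which stayed at or below 0.774 CPM in both TPMR1 libraries. RNA of ovarian granulosa or luteal cells stays open, because Foxl2 reached 33.1 CPM in replicate 2 of TPMR1 but 0.3098 CPM in replicate 1, where the steroid synthesis genes were higher. Steroid-producing cells of another kind, a change within the tumor cells and a mislabelled sample also stay open and were not tested.

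Other lists differed from TPM in ways that may reflect a different mix of host cells. Organoids of epithelial cells only would lack such cells. The most abundant fibroblast, endothelial and macrophage markers were all present in every library, at 13.4 CPM or more. The endothelial list of 6 genes, 1 in another list, was higher in TPMCa with a median log2 fold change of 1.83 (camera from limma, adjusted p = 0.0385), and the macrophage list of 8 genes, 0 in another list, with a median of 2.01 (adjusted p = 0.00717, 0.77 to 2.62 with each library left out). The lymphocyte list, 0 of it in another list, had a median of 5.54 in TPMCa over 8 tested genes (adjusted p = 5.13e-04), or 3.98 at their bounds and 2.86 to 6.404 with each library left out, with Cd79a at 57.3 CPM in replicate 2 and 5.45 CPM in replicate 1. The neutrophil list, 1 of it in another list, was lower in TPMR1 with a median of -1.48 over 9 tested genes (adjusted p = 0.0397, -5.46 to -0.52 with each library left out), all 4 results from camera of limma. A biological difference between models, such as the host response to the tumors, stays open, because 2 libraries per model do not separate it from the piece sampled.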

How the results depend on the processing

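Of 448 values under 25 settings, 346 kept their direction and side of the threshold without a shift past the limits set, 61 moved further, 26 became weaker, 5 became stronger and 10 turned to the other direction. Of those that moved, 15 were list medians. The squamous and keratinization lists kept their direction in every comparison under each alternative run for them, and their medians kept their sign with each library left out.

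The counts of genes depended on the test, the filter and the libraries in the fit. In the order TPMCa against TPM, TPMR1 against TPM, TPM against TPMCa and TPMR1, TPK against TPMCa and TPMR1, and TPK against the other models, the counts at an adjusted p under 0.05 were 553, 886, 1411, 2287 and 1156 with edgeR. DESeq2 called 2547, 2867, 3116, 4516 and 3126, and 772 for TPMR1 against TPMCa. For the latter edgeR called 0, while 1867 genes had an unadjusted p under 0.05 and 1670 passed the paper's threshold. DESeq2 shared 553 of its calls with the 553 of edgeR in the first comparison, and 38.3% of its calls were higher against 13.4%. In the other comparisons 37.9, 61.7, 54.8 and 57.5% were higher, against 19.4, 83.7, 71.8 and 83.8%. On simulated data DESeq2 called more unchanged genes than edgeR. Limiting the test to genes with at least 10 counts in every library, which leaves out genes absent from a model, gave 145, 348, 563, 1453 and 482 genes at an adjusted p under 0.05 and 1982, 1978, 1930, 2616 and 1782 at the paper's threshold, and 1106 there for TPMR1 against TPMCa. Trp63 could not be tested under this filter. Fits of only the models compared gave 1264, 53, 899 and 1451 in the first 4 comparisons, and 831 for TPMR1 against TPMCa at the paper's threshold. With 4 libraries in a fit, its spread is estimated from fewer samples and from the models compared only. Replicates differed most in TPMR1, with 2701 genes over 4-fold apart, against 749 in TPM and 1293 in TPMCa. The fit of all 8 libraries shares the spread of a gene across models, so its calls for TPMR1 draw on the spread of the other models too. In the fits of only the models compared, the TPMCa against TPM calls had 33.2% higher, and the TPMR1 against TPM calls 3.77%. Pooling the other models as one group gave 0 genes for TPK at an adjusted p under 0.05 and 1322 at the paper's threshold, since the difference between the other models then counts as spread. Library size alone moved the median of all genes by -0.125 for TPK against TPMCa and TPMR1 and by -0.108 against the other models, and changed no count beyond 1.5 times. The cause of the other changes was not tested.

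Trp63 did not pass an adjusted p under 0.05 from edgeR against TPM. With DESeq2 its log2 fold change was -7.74 in TPMCa and -4.76 in TPMR1, and both passed (adjusted p = 1.03e-04 and 0.0282 from DESeq2). In a fit of only the models compared it was -7.71 in TPMCa and passed (adjusted p = 0.0162 from edgeR), -4.76 in TPMR1 and did not pass (adjusted p = 0.352 from edgeR), and 6.83 in TPK against TPMCa and TPMR1 and did not pass (adjusted p = 0.0595 from edgeR), and the cause was not tested. Across the fits that each left out one library, its log2 fold change ran from -9.49 to -6.97 in TPMCa, from -14.32 to -3.77 in TPMR1 and from 6.35 to 11.63 in TPK. The extremes in TPMR1 and TPK came without replicate 1 or 2 of TPMR1, which had 0 and 187 counts. Without replicate 2, the fold against TPMR1 rests on 0 counts, and its size is set by the fit and not measured.

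The list tests depended most on the inter-gene correlation. With fry from limma, the G2/M phase (adjusted p = 0.164), mTORC1 (0.555) and VEGF (0.164) lists in TPMCa, and the S phase (0.0768), G2/M phase (0.333) and mTORC1 (0.546) lists in TPMR1, no longer passed, while the EGFR list in TPK did (adjusted p = 0.0103). The ERK output list turned the other way without passing under fry from limma (adjusted p = 0.985) and fgsea (adjusted p = 0.993). Under fgsea the VEGF list in TPMCa did not pass (adjusted p = 0.0963) and the EGFR list did (adjusted p = 0.0199). With a correlation estimated from the data, camera from limma called 0 of the lists. The adjusted p was 0.145 for the squamous list in 3 comparisons and for keratinization in TPMCa and TPMR1, 0.182 and 0.225 for keratinization in TPK against TPMCa and TPMR1 and against the other models, and 0.225 and 0.173 for keratinocyte proliferation in TPMCa and TPK. For TPMCa and TPMR1 it was 0.304 and 0.377 for S phase, 0.446 and 0.545 for G2/M phase, and 0.5998 and 0.599 for mTORC1, with 0.402 for VEGF in TPMCa. Gene sets of Reactome, chosen after seeing the data, shared between 0 and 37 genes with the lists. The S and G2/M phase sets passed in both models as the lists did. With the other sets the mTORC1 set turned lower in TPMCa (adjusted p = 0.6302), the VEGF set lower in TPMR1 (0.458) and the EGFR set lower in TPK (0.962), without passing, and the VEGF set in TPMCa (0.628) and the mTORC1 set in TPMR1 (0.512) did not pass (camera from limma). These lists and sets hold different genes, and the cause was not tested.

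Single libraries decided some values. The median of the mTORC1 list in TPMCa ran up to 0.54 and turned to -0.18 without replicate 1 of TPMCa, and that of the VEGF list in TPMR1 ran up to 0.18 and turned to -0.0115 without replicate 2 of TPM. The ERK output median was lowest at -0.43 without replicate 1 of TPK and turned to 0.06 without replicate 2 of TPK, 0.26 without replicate 1 of TPMCa and 0.67 without replicate 2 of TPMR1. The mTORC1 median in TPMR1 ran from 0.12 without replicate 1 of TPMR1 to 0.59 without replicate 2, and the EGFR median in TPK from 0.09 without replicate 1 of TPK to 0.22. With library size alone the EGFR median was 0.0477, in a fit that moved the median of all genes down. The share of VEGF genes higher in TPMCa ran from 55.2 to 82.8%, with the lowest without replicate 1 of TPMCa. The count of genes ran from 665 to 2061 for TPM against TPMCa and TPMR1, from 1068 to 3108 for TPK against TPMCa and TPMR1 and from 369 to 2000 for TPK against the other models, with the most calls in fits without replicate 1 or 2 of TPMR1, the model whose replicates differed most. In the principal components, all genes with at least 10 counts gave 51.1% on PC1 and 27.7% on PC2. With each library left out, PC1 ran from 59.9 to 89.6%, PC2 from 4.07 to 29.7%, and the ratio of distances from 3.07 to 9.48. The depth limits folds of genes absent from a model to lower bounds.

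The replicate block, a term for the replicate number, called 362 genes for TPMCa and 557 for TPMR1 against TPM. Pairing was examined first: the differences between replicates correlated across genes at -0.069 to -0.008 between the 6 pairs of models, so the numbers do not pair the libraries and the block takes up a degree of freedom only.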

Differences from the paper's values

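The shares of variance of the principal components and the shares of VEGF genes that the paper shows lay within 1.5-fold of the values here, or within the SD of the fits that each left out 1 library. The log2 levels of Trp63 lay within a ratio of 1.5 of the log2 values here, or within the SD between replicates. A ratio of log2 values is not a fold of expression. The paper's figures show about 80 and 12% of the variance in Fig. S4C, about 69 and 54% of VEGF genes higher in TPMCa and TPMR1 in Fig. S6I, and about 11, 3 and 4 log2 normalized counts of Trp63 in Fig. S4E, all read by eye. The values here were 78.98 and 13.5% on PC1 and PC2, 75.9 and 55.2% of VEGF genes, and 11.3, 3.29 and 3.79 log2 normalized counts of Trp63 in TPM, TPMCa and TPMR1. The Trp63 levels were read from the authors' own normalized table, so they test only the reading of the figure.

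The paper states that Trp63 was significantly downregulated in TPMCa and TPMR1. The direction was the same here, but the adjusted p was 0.101 in TPMCa and 0.174 in TPMR1 from edgeR. The Wald test of DESeq2 called it in both models (adjusted p = 1.03e-04 and 0.0282 from DESeq2), and a fit of only the models compared called it in TPMCa (adjusted p = 0.0162 from edgeR) but not in TPMR1 (adjusted p = 0.352 from edgeR), while in the fit of all models the unadjusted p was under 0.05 in both, at 0.00864 and 0.0337 from edgeR.

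The paper states that EGFR pathways were significantly enriched in TPK over TPMCa and TPMR1. The legend of its figure gives an FDR q above 0.05 for the mice. The EGFR list did not pass under camera from limma (adjusted p = 0.176), and it passed under fry from limma (adjusted p = 0.0103) and fgsea (adjusted p = 0.0199). General epithelial genes were also far higher in TPK, which cannot be told apart here from a change of EGFR signaling.

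The paper states that the VEGF pathway overlapped better with up-regulated than with down-regulated genes in TPMCa and TPMR1. In TPMR1 the share of higher genes did not differ from that of all genes (exact binomial test, two-sided, p = 0.715), and 0 of the settings run called the list there. Figure S5F shows Dsc1 among the genes higher in TPK, where it did not differ from TPMCa and TPMR1 past the threshold (adjusted p = 0.272 from edgeR), at 0.147 ± 0.115 CPM (SD, n = 2).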

Other observations

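The tests of endothelial RNA in the VEGF list, of added lists, and of the epithelial share with the keratinization list or with each library left out were chosen only after the result was seen. The tests of organoid material, of the engineered genes in the VEGF list, and of library size and epithelial share for the squamous genes were set before.

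The labels describe organoids and the paper's methods describe tumor tissue. Organoids that hold epithelial cells only would lack abundant transcripts of other cells, but Col1a1 was at 292 CPM or more in every library, Lyz2 at 114 CPM or more and Cdh5 at 13.4 CPM or more. RNA of fibroblasts, macrophages and endothelial cells was thus present, which argues against material of epithelial cells only. The hemoglobin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 were listed at 0 in every library, and Alas2, the remaining erythrocyte gene, ran from 2.003 to 60.4 CPM. Whether the hemoglobin values reflect the tissue or how the reads were counted was not tested.

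The fall of the squamous genes in TPMCa and TPMR1 could follow from a lower share of epithelial cells. The squamous median at its bounds minus the general epithelial median was -3.64 in TPMCa and -1.71 in TPMR1 on the log2 scale. As each library was left out this ran from -4.25 to -2.47 in TPMCa and from -2.27 to -1.24 in TPMR1, so the median of this list was below the epithelial median in every fit. Single genes did not all follow, and these genes may have been picked in the paper for their change, so this does not decide between the explanations. The keratinization list, written before the data were examined, gave -1.02 in TPMCa, from -1.26 to 0.32 with each library left out, and 0.85 in TPMR1, from 0.52 to 1.69. These bounds understate its fall, since 46 of its 91 genes in TPMCa and 54 in TPMR1 had a model at the floor. A loss of squamous differentiation and a lower share of epithelial cells therefore cannot be told apart in these libraries. Library size is argued against by total counts that differed 1.71-fold at most, and by a squamous median of -11.09 in TPMCa and -10.796 in TPMR1 with libraries scaled by size alone.

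The share of VEGF genes higher in TPMCa was 77.8% without Pik3ca and Pik3r1, so the engineered genes did not make it. Endothelial RNA may contribute, since endothelial genes were higher in TPMCa. Without Kdr, Flt1, Flt4 and Nos3 the share was 72% of 25 genes (exact binomial test, two-sided, p = 0.027), but 48% without replicate 1 of TPMCa, so that an endothelial contribution and a change of other cells cannot be told apart with this one library deciding the value.

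The other marker lists gave these median log2 fold changes against TPM, none past an adjusted p of 0.05 with camera from limma. As each library was left out, some of them changed sign. The fibroblast median in TPMR1 ran from -2.45 to 0.402 and the smooth muscle median there from -4.19 to 0.574. The smooth muscle median in TPMCa ran from -3.18 to -0.0192. The stroma and mesothelium median ran from -0.433 to 2.28 in TPMCa and from -0.548 to 2.18 in TPMR1. Others kept their sign, among them fibroblast genes in TPMCa and adipocyte genes in both models. Fibroblast genes were at 1.41 in TPMCa and -0.53 in TPMR1, and smooth muscle genes at -2.097 in TPMCa and -1.58 in TPMR1. Endothelial genes were at 1.72 in TPMR1, macrophage genes at -0.22 in TPMR1 and neutrophil genes at 0.81 in TPMCa. Adrenal cortex genes were at 1.401 in TPMCa, and lymphocyte genes at 0.18 in TPMR1, or -0.34 at their bounds. Ovarian granulosa and luteal genes were at 0.21 in TPMCa and 1.25 in TPMR1, interstitial genes at 0.76 in TPMCa and 1.74 in TPMR1, stroma and mesothelium genes at 1.86 in TPMCa and 1.53 in TPMR1, adipocyte genes at 3.83 in TPMCa and -1.17 in TPMR1 and skeletal muscle genes at -0.61 in TPMCa and -1.13 in TPMR1. Other lists held 1 gene each of the fibroblast and the granulosa and luteal lists, 4 of the interstitial and 2 of the stroma and mesothelium list, and 0 of the smooth muscle, erythrocyte, adipocyte, skeletal muscle and Y chromosome lists. The 8 Y chromosome genes summed to 0.0557 CPM in replicate 2 of TPMCa and to 0 in the other libraries. In replicate 2 of TPK the 12 skeletal muscle genes summed to 1551 CPM, Acta1 among them at 563 CPM, while in replicate 1 they summed to 15.3 CPM. Pgr, which encodes PR, ran from 0.3098 to 51.6 CPM over the TPM, TPMCa and TPMR1 libraries.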
